# RNA Deep Sequencing Reveals Novel Candidate Genes and Polymorphisms in Boar Testis and Liver Tissues with Divergent Androstenone Levels

**DOI:** 10.1371/journal.pone.0063259

**Published:** 2013-05-16

**Authors:** Asep Gunawan, Sudeep Sahadevan, Christiane Neuhoff, Christine Große-Brinkhaus, Ahmed Gad, Luc Frieden, Dawit Tesfaye, Ernst Tholen, Christian Looft, Muhammad Jasim Uddin, Karl Schellander, Mehmet Ulas Cinar

## Abstract

Boar taint is an unpleasant smell and taste of pork meat derived from some entire male pigs. The main causes of boar taint are the two compounds androstenone (5α-androst-16-en-3-one) and skatole (3-methylindole). It is crucial to understand the genetic mechanism of boar taint to select pigs for lower androstenone levels and thus reduce boar taint. The aim of the present study was to investigate transcriptome differences in boar testis and liver tissues with divergent androstenone levels using RNA deep sequencing (RNA-Seq). The total number of reads produced for each testis and liver sample ranged from 13,221,550 to 33,206,723 and 12,755,487 to 46,050,468, respectively. In testis samples 46 genes were differentially regulated whereas 25 genes showed differential expression in the liver. The fold change values ranged from −4.68 to 2.90 in testis samples and −2.86 to 3.89 in liver samples. Differentially regulated genes in high androstenone testis and liver samples were enriched in metabolic processes such as lipid metabolism, small molecule biochemistry and molecular transport. This study provides evidence for transcriptome profile and gene polymorphisms of boars with divergent androstenone level using RNA-Seq technology. Digital gene expression analysis identified candidate genes in flavin monooxygenease family, cytochrome P450 family and hydroxysteroid dehydrogenase family. Moreover, polymorphism and association analysis revealed mutation in *IRG6, MX1, IFIT2, CYP7A1, FMO5* and *KRT18* genes could be potential candidate markers for androstenone levels in boars. Further studies are required for proving the role of candidate genes to be used in genomic selection against boar taint in pig breeding programs.

## Introduction

Boar taint is an off-odor and off-flavor meat trait, mainly caused by high levels of androstenone, skatole and/or indole in adipose tissue [1]. The taint has been described as being similar to urine and manure and may occur in meat from uncastrated sexually mature male pigs [2]. Consumers commonly show a strong aversion to tainted meat. Currently, surgical castration of male piglets is a common practice in many countries to produce taint-free porcine meat [3]. However, castration is undesirable due to ethical and economical concerns [4] and rearing entire males instead of castrates has a number of advantages including higher efficiency, leaner carcasses and lower faecal and urinary nitrogen losses [5]. By 2018, castration of piglets is going to be banned in the European Community [6]. Consequently, there is an urgent need to develop alternative methods to prevent tainted meat. In literature, it has been mentioned that lowering the slaughter weight or choosing a definite breed can reduce the boar taint [7], however, these could lead to some economical drawbacks. Skatole is a derivative of tryptophan produced in the hindgut of pigs by intestinal bacteria. The level of intestinal skatole production is mainly dependent on nutritional factors and no genetic control has been demonstrated so far [8]. On the other hand, for androstenone high heritability estimates (*h^2^* = 0.25 to 0.87) and differences between sire lines have been reported[9]; [10]; [11]. Consequently molecular breeding seems to be a promising way to produce pigs without boar taint.

Androstenone is synthesized in the testis from pregnenolone [8]; [12]; [13], in relation with sexual development. It is mainly degraded in liver and deposited in adipose tissue because of its lipophilic properties [14]. Metabolism of androstenone is presented in two phases: phase I consists metabolism by hydrogenation and phase II consists metabolism by sulfoconjugation in testis or in liver [8]; [14]; [15]; [16]. Therefore, in theory, high levels of androstenone in fat can be dedicated to a high intensity of testicular synthesis and/or a low intensity of liver degradation [8]. This phenomenon is mainly controlled by enzymes and regulatory proteins such as cytochrome P450 and hydroxysteroid sulfotransferase family. Cytochrome P450s (CYPs) act as mono-oxygenases, with functions ranging from the synthesis to the degradation of endogenous steroid hormones [17]. Androstenone synthesis is initiated by cleavage of cholesterol to produce pregnenolone. This reaction is catalysed by the enzyme *CYP11A* [8]. Formation of 16-androstene steroids from pregnenolone is orchestrated by *CYB5* which causes overproduction of 16-androstene steroids in testis [18]; [19]. Two other cytochrome P450 enzymes *CYP17* and *CYP21* have also been investigated for the involvement in steroidogenesis [8]. 3-β-hydroxysteroid dehydrogenase (3β-HSD) enzyme encoded by *HSD3B* gene [20] reduces androstenone to β-androstenol in pig liver microsomes [14]. The 16-androstene steroids in the liver and testis are sulfoconjugated by hydroxysteroid sulfotransferase (*SULT2A*) [16]; [21].

A number of quantitative trait loci (QTL) and genome-wide association analysis have been conducted for androstenone in the purebred and crossbred pig populations [2]; [22]; [23]; [24]; [25]; [26]. Gene expression analysis has been used to identify candidate genes related to the trait of interest. Several candidate genes have been proposed for divergent androstenone levels in different pig populations by global transcriptome analysis in boar testis and liver samples [27]; [28]; [29]. Functional genomics provides an insight into the molecular processes underlying phenotypic differences [30] such as androstenone levels. RNA-Seq is a recently developed next generation sequencing technology for transcriptome profiling that boosts identification of novel and low abundant transcripts [31]. RNA-Seq also provides evidence for identification of splicing events, polymorphisms, and different family isoforms of transcripts [32]. The major aim of this study was to elucidate the genes involved in androstenone metabolism in testis and liver tissues using RNA-Seq technology. For this purpose, we analyzed differential expression of genes between high and low androstenone sample groups and polymorphisms that appear on the differentially expressed genes.

## Results

### Analysis of RNA-Seq Data

We sequenced cDNA libraries from 10 samples per tissue using Illumina HiSeq 2000. 

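RNA came from the testis and liver of 5 boars with high androstenone and 5 boars with low androstenone, with 1 library per sample and no pooling. The authors aligned the reads with BWA to RefSeq mRNA sequences and UniGene transcripts of Sscrofa 9.2 and deposited the number of reads counted on each reference ID, without normalization. The paper's text does not name how reads that fit several reference sequences were counted, so IDs of near-identical genes were treated as uncertain. The counts cover 21755 reference IDs, of which 10 were listed 4 times with the same count and were used once. A symbol was paired with 6692 of the IDs through the paper's tables or the RefSeq table. Total counts ranged from 6161397 to 15975386 in testis (median 9856191, n = 10 samples) and from 5796973 to 26783002 in liver (median 10727837, n = 10 samples). They amounted to between 97.8% and 100.3% of the mapped reads of Table 1 and between 96.3% and 100.2% of those of Table 2. At these depths, 3 counts corresponded to between 0.188 and 0.487 counts per 1000000 (CPM) in testis and between 0.112 and 0.518 in liver, and lower values were not separable from 0. This floor covers counting error only. CPM below were normalized by edgeR's TMM method and are given as mean ± SD over the 5 boars of a group. Log2 fold changes, high over low androstenone, and Benjamini-Hochberg adjusted p-values came from edgeR's quasi-likelihood test. Their standard errors were derived as the absolute log2 fold change divided by the square root of the test's F statistic. The test was fitted in each tissue to the reference IDs with at least 10 counts summed over its 10 samples. This left 18340 IDs in testis and 15855 in liver. Permutation tests of single genes were exact and two-sided on log2(CPM + 0.5), and 5 boars against 5 allow no p below 0.00794. Counts were also simulated with the spread between boars kept, and 200 genes were changed by a log2 fold change of 2. The changed genes were drawn from those with a mean of at least 10 counts per sample. The quasi-likelihood test found 89.0% of them in testis and 70.0% in liver, with 5 and 7 unchanged genes called. These shares do not cover genes with fewer counts.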

The sequencing produced clusters of sequence reads with maximum 100 base-pair (bp) length. After quality filtering the total number of reads for testis and liver samples ranged from 13.2 million (M) to 33.2 M and 12.1 M to 46.0 M, respectively. There was no significant difference in the number of reads from low and high androstenone samples (*p* = 0.68). 

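The counts give the same comparison after alignment. Total counts were 10880287 ± 6706038 (SD, n = 10 samples) in the high androstenone samples and 11964165 ± 4777487 (SD, n = 10) in the low androstenone samples, with testis and liver together. The difference of -1083878 counts was smaller than either SD (permutation test with 100000 resamples, two-sided, p = 0.684). In testis alone, the difference of -896797 gave p = 0.849 in an exact two-sided permutation test of 5 samples against 5. In liver alone it was -1270960, with p = 0.786 in the same exact test. The total reads of Tables 1 and 2 gave p = 0.707 and the mapped reads p = 0.683 in the permutation test over 20 samples.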

Total number of reads for each tissue group and the number of reads mapped to reference sequences are shown in Table 1 and 2. 

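The share of reads that mapped was calculated from the read numbers of Tables 1 and 2. In testis it lay between 42.1% and 50.4% (median 47.9%, n = 10 samples), with a mean of 45.9% ± 2.83 (SD, n = 5) in the high and 48.3% ± 1.40 (SD, n = 5) in the low androstenone group. In liver it lay between 41.3% and 59.2% (median 47.3%, n = 10), with a mean of 48.7% ± 7.55 (SD, n = 5) in the high and 49.9% ± 4.83 (SD, n = 5) in the low androstenone group. The highest share, 59.2%, was that of high replicate 3 of liver (B8 in Figure 1). Table 2 prints 59.2 as the percentage of unmapped reads of this sample. Its printed mapped and unmapped percentages are thus the other way round from its read numbers.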

In case of testis 42.20% to 50.34% of total reads were aligned to reference sequence whereas, in case of liver 40.8% to 56.63% were aligned.

**Table 1:** Summary of sequence read alignments to reference genome in testis samples.

Group	Sample	Total number of reads	Un-mapped reads	Mapped reads	Percentage of unmapped reads	Percentage of mapped reads
Low androstenone	A1	15,142,756	7,811,096	7,331,660	51.50	48.50
	A2	13,221,550	6,564,679	6,656,871	49.66	50.34
	A3	32,389,084	16,697,785	15,691,299	51.50	48.50
	A4	27,068,779	14,123,318	12,945,461	52.10	47.90
	A5	27,015,712	14,465,669	12,550,043	53.54	46.46
High androstenone	A6	32,691,057	18,919,738	13,771,319	57.80	42.20
	A7	33,206,723	17,271,473	15,935,250	51.20	48.80
	A8	15,111,453	7,764,418	7,347,035	51.38	48.62
	A9	14,330,069	8,070,092	6,259,977	56.31	43.69
	A10	15,605,400	8,276,052	7,329,348	53.30	46.70

**Table 2:** Summary of sequence read alignments to reference genome in liver samples.

Group	Sample	Total number of reads	Un-mapped reads	Mapped reads	Percentage of unmapped reads	Percentage of mapped reads
Low androstenone	B1	29,549,267	15,632,809	13,916,458	53.50	46.50
	B2	46,050,468	25,270,695	20,779,773	54.87	45.13
	B3	16,420,055	7,659,515	8,760,540	46.64	53.36
	B4	13,323,763	6,989,584	6,334,179	52.46	47.54
	B5	27,085,837	11,747,225	15,338,612	43.37	56.63
High androstenone	B6	28,976,693	16,123,777	12,852,916	55.64	44.36
	B7	12,755,487	5,879,896	6,875,591	46.10	53.90
	B8	45,203,089	18,443,608	26,759,481	59.20	40.8
	B9	14,559,329	8,540,379	6,018,950	58.66	41.34
	B10	14,527,329	8,062,992	6,464,337	55.51	44.49

### Differential Gene Expression Analysis

Differential gene expression for testis and liver with divergent androstenone levels were calculated from the raw reads using the R package DESeq [33]. The significance scores were corrected for multiple testing using Benjamini-Hochberg correction. We used a negative binomial distribution based method implemented in DESeq to identify differentially expressed genes (DEGs) in testis and liver with divergent androstenone levels. The smear plots for differential expression between high and low androstenone levels in testis and liver are given in Figure S1. A GLM analysis (implemented in DESeq package) was also done on the same data set to identify genes with a significant difference between within group deviance and between group deviances. 

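Table S1 gives the within-group deviance of each DEG in the paper's GLM, a measure of how far the counts of the 5 boars of a group lie from their group's fitted value. With 10 samples and 2 groups, 8 degrees of freedom remain, and 5% of genes would lie above 15.5 if the dispersion in the model matched the spread between boars. The paper's values were above 15.5 for 37 of the 46 testis IDs, with a median of 47.4, and for 25 of the 25 liver IDs, with a median of 40.7. The same deviances were calculated from the counts with edgeR's trended dispersion, which gives every gene the dispersion usual for its expression level. Their medians over the same IDs were 49.2 in testis and 43.3 in liver. Across genes, which are not independent replicates, they followed the paper's values with Pearson's r of 0.996 in testis and 0.997 in liver. The gene-wise dispersion was above the trended one for 43 of the 46 testis IDs, with a median ratio of 6.71. It was above the trended one for all 25 liver IDs, with a median ratio of 5.53. Over all tested IDs, 9.57% in testis and 12.2% in liver had such a deviance above 15.5.

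**Figure D1:**
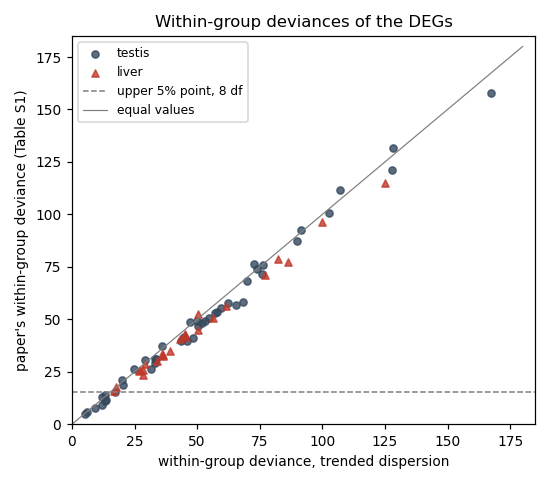
Within-group deviance of the 46 testis and 25 liver DEGs, calculated from the counts with the trended dispersion (x axis) and as given in Table S1 (y axis), with 1 point per reference ID. The dashed line at 15.5 is the upper 5% point of the chi-square distribution with 8 degrees of freedom, and 37 testis and 25 liver points lie above it.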

Finally DEGs were selected based on criteria *p*_adjusted_ <0.05 and fold change ≥1.5 from first analysis and *p*_adjusted_ <0.05 in GLM analysis (Table S1). 

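With the quasi-likelihood test and both thresholds (adjusted p under 0.05 and a fold change of at least 1.5), 0 genes were called in testis and 0 in liver. An unadjusted p under 0.05 was found for 1741 of the 18340 testis IDs and 465 of the 15855 liver IDs. If no ID differed, a share of about 0.05 of the IDs would have an unadjusted p under 0.05. The testis number lay above this share and the liver number below it. The smallest adjusted p was 0.236 in testis and 0.9999 in liver. Of the 46 reference IDs of Table 3, 43 had an unadjusted p under 0.05, with adjusted p between 0.236 and 0.589. Of the 25 of Table 4, 23 had an unadjusted p under 0.05, and all had an adjusted p of 0.9999. Among the alternatives, the dispersion moved the number of genes past both thresholds most. A likelihood ratio test with the trended dispersion only, which leaves out how much each gene varies between boars, called 225 testis genes (72 higher and 153 lower in high androstenone) and 45 liver genes (27 higher and 18 lower), among them all 46 and all 25 IDs of Tables 3 and 4. On the simulated counts, this test also called 148 unchanged genes in testis and 141 in liver. DESeq2's Wald test called 119 testis genes (38 higher and 81 lower), 9 of them in Table 3, and 7 liver genes (1 higher and 6 lower), of which 0 were in Table 4. When the replicate number was fitted as a block, 0 genes were called in either tissue, with an unadjusted p under 0.05 for 2025 testis and 311 liver IDs. The pairing by number is taken from the labels. Low and high samples of the same number deviated together with a mean r of 0.0996 in testis, against -0.0282 for different numbers, and 0.0204 in liver, against -0.00417. Of the 120 possible orders of the numbers, 20 gave as high a mean r in testis and 56 in liver. From the genes significant both in DESeq and in the GLM, the paper concludes that 46 genes in testis and 25 in liver are differentially expressed.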

A total of 46 and 25 DEGs were selected from the differential expression analysis for testis and liver tissues respectively (Table 3 and 4). In testis tissues, 14 genes were found to be highly expressed in high androstenone group whereas, 32 genes were found to be highly expressed in low androstenone group. 

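By the sign of the log2 fold change, 14 of the 46 IDs of Table 3 were higher in high androstenone testis and 32 were lower. Among the lower IDs, 10 belong to hemoglobin genes (HBA2, HBB, HBD and HBM), and the 7 HBA2 IDs are near-identical sequences whose reads may be shared. In 5 genes, all lower in the high androstenone group, every high sample had a lower value than every low sample (exact permutation p = 0.00794 each). Among them EDN1 (NM_213882.1) reached 3.13 ± 0.721 CPM in the low and 0.931 ± 0.475 in the high androstenone group, a log2 fold change of -1.76 (standard error 0.33, adjusted p = 0.236) from edgeR's quasi-likelihood test. No tested ID had a smaller adjusted p. Without each sample in turn, the change stayed between -2.04 and -1.63. The change of SYT10 (XM_001927016.2), -2.19, shrank to -1.34 without low replicate 2, which held 56.0% of the summed CPM of its group. HAAO (XM_003125193.1) went from -1.61 to -0.89 without the same sample. MPP7 (XM_003130762.1) went from -1.58 to -0.80 without low replicate 3, its highest sample. Over the 46 IDs, 18 had an exact permutation p under 0.05, and 44 kept their sign whichever sample was left out. CYTL1 (XM_003128849.1) was lower in the high androstenone group, at 0.449 ± 0.433 against 3.22 ± 5.17 CPM, with a log2 fold change of -2.46 (standard error 1.05). The change of CYTL1 was -0.92 without low replicate 2, which held 75.1% of its group's summed CPM (exact permutation p = 0.349 with all samples).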

In the liver tissue, 9 genes were found to be highly expressed in high androstenone group whereas, 16 genes were found to be highly expressed in low androstenone group (Table 3 and 4). 

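In the counts, as by the signs printed in Table 4, 16 of its 25 IDs were higher in high androstenone liver and 9 were lower. None of them separated the groups completely, and 5 had an exact permutation p under 0.05. SDS (XM_001928302.2) reached 138 ± 72.0 CPM in the high and 32.0 ± 28.4 in the low androstenone group (exact permutation p = 0.0159). For SDS this gave a log2 fold change of 2.11 (standard error 0.59, adjusted p = 0.9999) in edgeR's quasi-likelihood test, and it stayed between 1.84 and 2.79 without each sample in turn. KRT18 (XM_003126180.1) had a log2 fold change of 1.70 and stayed between 1.33 and 1.96. KRT78 (XM_001927194.2) went from 2.23 to -0.56 without high replicate 3, which held 86.8% of its group's summed CPM. The lower IDs included the 3 near-identical TSKU sequences. BCAM (XM_003127227.1), also lower, had 89.2% of its group's sum in low replicate 1 and went from -2.92 to -0.24 without that sample. KRT78 was the only Table 4 ID whose sign changed in a fit that left out 1 sample, and IP6K1 had no value without high replicate 3.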

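The log2 fold changes of the same reference IDs, calculated from the counts with edgeR, ranged from -4.35 (KRT82) to 2.88 (DKK2) in testis and from -2.92 (BCAM) to 3.96 (LOC100512122) in liver. Their sign was that of Table 3 for 45 of 46 IDs and that of Table 4 for 25 of 25. They lay within 0.1 of the paper's values for 36 testis and 21 liver IDs, with a median distance of 0.04 in testis and 0.03 in liver.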

The range of log fold change values for DEGs was from −4.68 to 2.90 for testis and from −2.86 to 3.89 for liver. Heat maps (Figures 1A and 1B) illustrate the DEGs identified in high and low androstenone testis and liver tissues.

**Figure 1:**
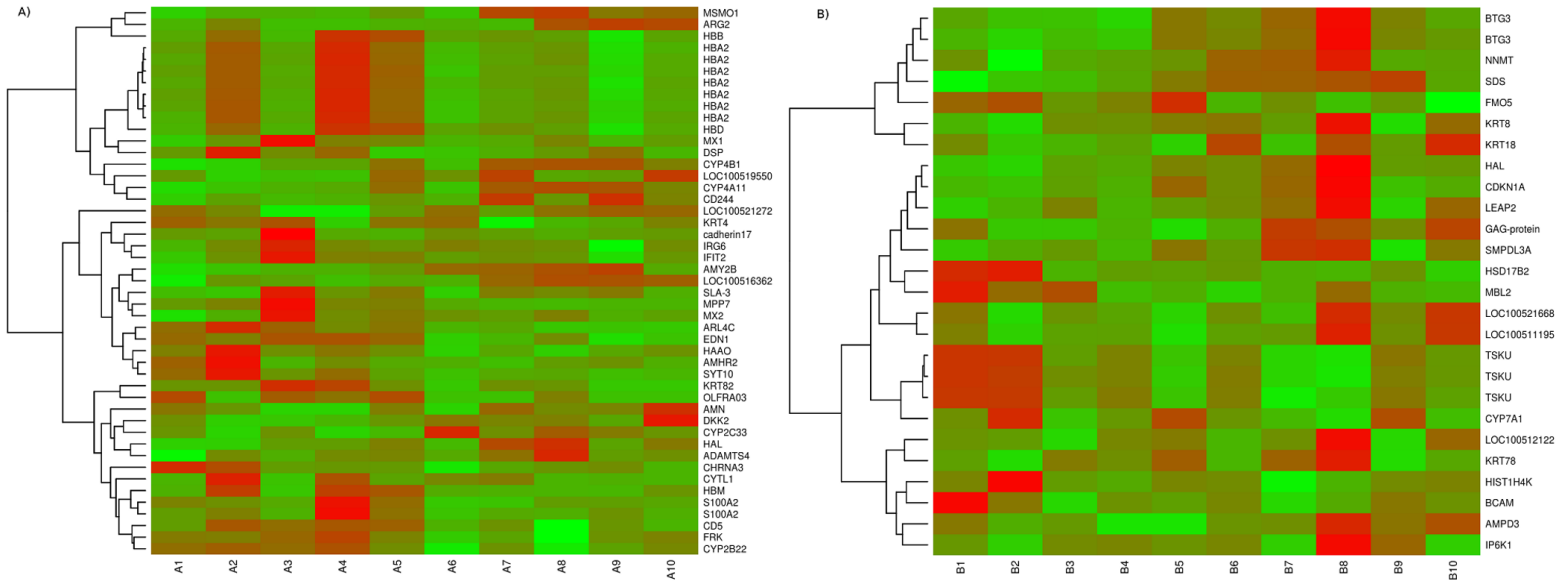
Heatmap showing differentially expressed genes in (A) testis and (B) liver samples. The red blocks represent over expressed genes, and the green blocks represent under expressed genes. Legend: A1–A5 testis with low androstenone and A6–A10 testis with high androstenone, B1–B5 liver with low androstenone and B6–B10 liver with high androstenone.

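Single samples held a large part of the expression of many of these genes. Of the 46 testis IDs, 22 had over 50% of a group's summed CPM in 1 sample, and of the 25 liver IDs, 18 did. Low replicate 4 (A4) was the highest testis sample for 15 IDs, most of them hemoglobins, and low replicate 3 (A3) for 8. HBB (NM_001144841.1) reached 352 CPM in low replicate 4, against a mean of 157 ± 132 in the low and 47.8 ± 18.4 in the high androstenone group. Its log2 fold change of -1.71 became -1.17 without that sample. The genes MX1, MX2, IFIT2, IRG6 and SLA-3 (AB105388.1) were highest in the same sample of testis, low replicate 3. MX1 (NM_214061.1) reached 81.5 CPM there, while the other 9 testis samples lay at 13.5 or below. The log2 fold change of MX1 went from -1.66 with all samples to -0.33 without low replicate 3. That of MX2 (NM_001097416.1) went from -1.69 to -0.02, and that of IFIT2 (XM_001928671.2) from -1.67 to -0.42. IRG6 (NM_213817.1) changed sign, from -2.14 to 0.19, as did SLA-3, from -1.68 to 0.22. The heat map of testis also has a line labelled cadherin17, which was paired by its name with CDH17 (XM_001927101.1). This ID had 95.7% of the low group's sum in low replicate 3, and its log2 fold change went from -3.84 to 0.45. In liver, high replicate 3 (B8) was the highest sample for 14 of the 25 IDs. All 14 were among the 16 IDs higher in high androstenone liver. The median log2 fold change of these 16 was 2.05 with all samples and 0.91 without high replicate 3, where 15 still had enough counts for the test.

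**Figure D2:**
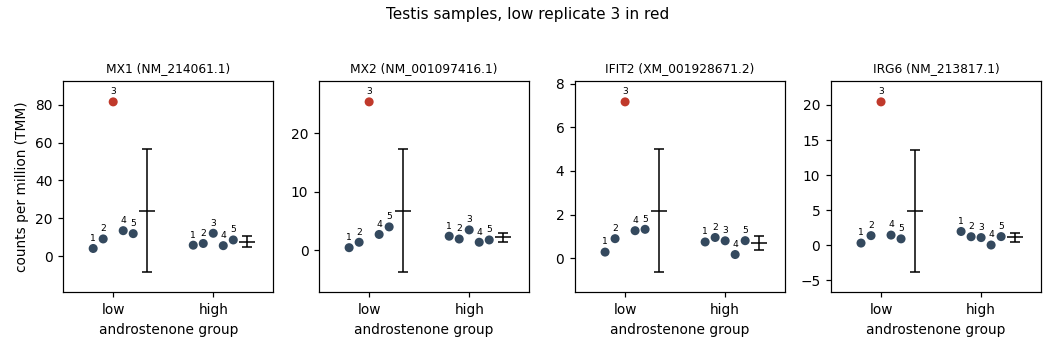
TMM-normalized CPM (y axis) of MX1, MX2, IFIT2 and IRG6 in the 5 low and 5 high androstenone testis samples, with replicate numbers beside the points, and mean and SD as bars. Low replicate 3, in red, is the highest sample in each panel, at 81.5 for MX1, 25.3 for MX2, 7.17 for IFIT2 and 20.4 for IRG6.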

**Table 3:** Differentially expressed genes in testis androstenone samples.

Gene	Orthologue gene description	Reference ID	Log fold change	*p*-adj.
DKK2	Dickkopf homolog 2	XM_003129269.1	2.89	4.46e-06
AMN	Amnionless homolog	XM_001925648.2	2.28	0.025
LOC100519550	LOC100519550	XM_003127761.1	2.22	9.67e-12
CYP4B1	Cytochrome P450 family 4 subfamily B. polypeptide 1	XM_003128017.1	2.20	8.55e-10
CD244	CD244 molecule natural killer cell receptor 2 B4	XM_001928325.2	2.15	5.35e-08
ADAMTS4	A disintegrin and metalloproteinase with thrombospondinmotifs 4-like	XM_001927507.2	2.10	0.04
CYP4A11	Cytochrome P450 family 4 subfamily A polypeptide 11	XM_003128032.1	2.03	3.38e-06
HAL	Histidine ammonia-lyase	XM_001925061.1	2.03	0.014
CYP2C33	Cytochrome P450 2C33	NM_214414.1	1.91	0.04
AMY2B	Amylase, alpha 2B (pancreatic)	XM_003125887.1	1.85	0.002
ARG2	Arginase type II	XM_001928679.2	1.84	6.96e-06
LOC100516362	LOC100516362	XM_003124870.1	1.74	0.022
LOC100521272	LOC100521272	XM_003126855.1	1.71	4.46e-05
MSMO1	Methylsterol monooxygenasse 1	NM_213752.1	1.66	5.55e-08
KRT4	Keratin 4	XM_001927218.2	−1.52	0.02
MPP7	Membrane protein, palmitoylated 7	XM_003130762.1	−1.54	0.0004
DSP	Desmoplakin	XM_003128168.1	−1.55	6.03e-05
AMHR2	Anti-Mullerian hormone receptor, type II	XM_003126187.1	−1.58	0.025
SLA-3	MHC class I antigen 3	AB105388.1	−1.60	5.15e-07
HAAO	3-hydroxyanthranilate 3,4-dioxygenase	XM_003125193.1	−1.61	0.004
MX1	Myxovirus (influenza virus) resistance 1	NM_214061.1	−1.62	1.63e-09
MX2	Myxovirus (influenza virus) resistance 2	NM_001097416.1	−1.63	7.47e-06
IFIT2	Interferon-induced protein with tetratricopeptide repeats 2	XM_001928671.2	−1.64	0.0094
HBB	Hemoglobin, beta	NM_001144841.1	−1.69	2.12e-08
ARL4C	ADP-ribosylation factor-like 4C	XM_003133753.1	−1.72	0.04
EDN1	Endothelin 1	NM_213882.1	−1.73	0.004
HBM	Hemoglobin, mu	XM_003124683.1	−1.74	0.04
HBD	Hemoglobin, delta	XM_003129515.1	−1.83	1.93e-07
HBA2	Hemoglobin, Alpha 2	XM_003124688.1	−1.90	7.42e-11
HBA2	Hemoglobin, Alpha 2	XM_003124690.1	−1.90	2.17e-10
HBA2	Hemoglobin, Alpha 2	XM_003124687.1	−1.93	1.87e-11
HBA2	Hemoglobin, Alpha 2	XM_003124689.1	−1.95	2.62e-11
HBA2	Hemoglobin, Alpha 2	XM_003124685.1	−1.97	1.87e-11
HBA2	Hemoglobin, Alpha 2	XM_003124684.1	−1.97	1.87e-11
HBA2	Hemoglobin, Alpha 2	XM_003124686.1	−1.99	1.38e-11
FRK	Fyn-related kinase	XM_001925792.2	−2.12	0.002
IRG6	Inflammatory response protein 6	NM_213817.1	−2.17	7.24e-07
SYT10	Synaptotagmin 10	XM_001927016.2	−2.23	9.03e-05
S100A2	S100 calcium binding protein A2	XM_001929559.1	−2.35	0.0008
CD5	CD5 molecule	XM_003122679.1	−2.42	0.02
CYP2B22	Cytochrome P450 2B22	NM_214413.1	−2.48	0.02
CYTL1	Cytokine-like 1	XM_003128849.1	2.82	0.002
S100A2	S100 calcium binding protein A2	XM_001929556.1	−2.83	1.42e-07
CHRNA3	Cholinergic receptor, nicotinic, alpha 3	XM_001925760.2	−3.45	5.07e-08
OLFRA03	Olfactory receptor 3A1	XM_001926523.1	−4.12	0.01
KRT82	Keratin 82	XM_003126157.1	−4.68	1.49e-09

**Table 4:** Differentially expressed genes in liver androstenone samples.

Gene	Orthologue gene description	Reference ID	Log fold change	*p*-adj.
LOC100512122	LOC100512122	XM_003130359.1	3.89	1.10e-14
LOC100511195	LOC100511195	XR_115925.1	3.57	9.26e-15
IP6K1	Inositol hexakisphosphate kinase 1	XM_001925759.2	3.04	0.002
AMPD3	Adenosine monophosphate deaminase 3	XM_003135226.1	2.99	0.0004
LOC100521668	LOC100521668	XR_116002.1	2.52	7.77e-08
SDS	Serine dehydratase	XM_001928302.2	2.12	8.15e-05
BTG3	BTG family member 3	XM_003132741.1	2.12	1.51e-06
KRT78	Keratin 78	XM_001927194.2	2.09	7.80e-05
SMPDL3A	Sphingomyelin phosphodiesterase, acid-like 3A	XM_003121227.1	1.99	9.38e-05
KRT8	Keratin 8	NM_001159615.1	1.96	6.50e-05
LEAP2	Liver expressed antimicrobial peptide 2	NM_213788.1	1.94	3.84e-06
HAL	Histidine ammonia-lyase	XM_001925061.1	1.91	3.36e-06
NNMT	Nicotinamide N-methyltransferase	NM_001123146.1	1.86	3.83e-05
BTG3	BTG family member 3	NM_001097517.1	1.70	0.0007
KRT18	Keratin 18	XM_003126180.1	1.69	0.010
CDKN1A	Cyclin-dependent kinase inhibitor 1A	XM_001929558.1	1.67	6.50e-05
TSKU	Tsukushi small leucine rich proteoglycan homolog	XM_003129674.1	−1.72	0.0017
FMO5	Flavin containing monooxygenase 5	XM_001928594.1	−1.75	0.0043
TSKU	Tsukushi small leucine rich proteoglycan homolog	XM_003129672.1	−1.81	0.002
TSKU	Tsukushi small leucine rich proteoglycan homolog	XM_003129673.1	−1.81	0.002
CYP7A1	Cytochrome P450, family 7, subfamily A, polypeptide 1	NM_001005352.2	−1.87	3.32e-07
HIST1H4K	Histone cluster 1, H4k	XM_001928022.2	−2.60	0.001
MBL2	Mannose-binding lectin (protein C) 2	NM_214125.1	−2.79	0.0001
BCAM	Basal cell adhesion molecule	XM_003127227.1	−2.83	0.017
HSD17B2	Hydroxysteroid (17-beta) dehydrogenase 2	NM_001167649.1	−2.86	3.92e-09

### Biological Function Analysis for DEGs

To investigate gene functions and to reveal the common processes and pathways among the selected DEGs, Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, www.ingenuity.com) was used. In testis samples, out of 46 DEGs 39 were assigned to a specific functional group based on the information from IPA (Figure 2). 

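Most genes of the functional groups in Table 5 are those of Table 3. NQO1 and TNC, listed there for the reproductive system, are not in Table 3. NQO1 (NM_001159613.1) was measured at 199 ± 212 CPM in the high and 96.1 ± 89.4 in the low androstenone testis group. For NQO1 the log2 fold change was 1.05 (standard error 0.59, adjusted p = 0.587) in edgeR's quasi-likelihood test, with an exact permutation p of 0.246. High replicate 2 held 57.2% of its group's sum, and the change was 0.14 without this sample. TNC (NM_214230.1) was at 3.60 ± 3.56 CPM in the high and 1.34 ± 1.50 in the low group, with a log2 fold change of 1.39 (standard error 0.70, adjusted p = 0.556) from the same edgeR test and an exact permutation p of 0.190. The SD of both genes in the high group was nearly as large as the mean or larger. MARCO and CD44, also listed, had no matched reference ID.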

A large proportion (84.7%) of the DEGs from testis high androstenone group fell into Gene Ontology (GO) categories such as molecular transport, small molecule biochemistry, amino acid metabolism, embryonic development, carbohydrate metabolism, lipid metabolism and reproductive system development and function (Figure 2). The genes classified into each functional group are listed in the Table 5.

**Figure 2:**
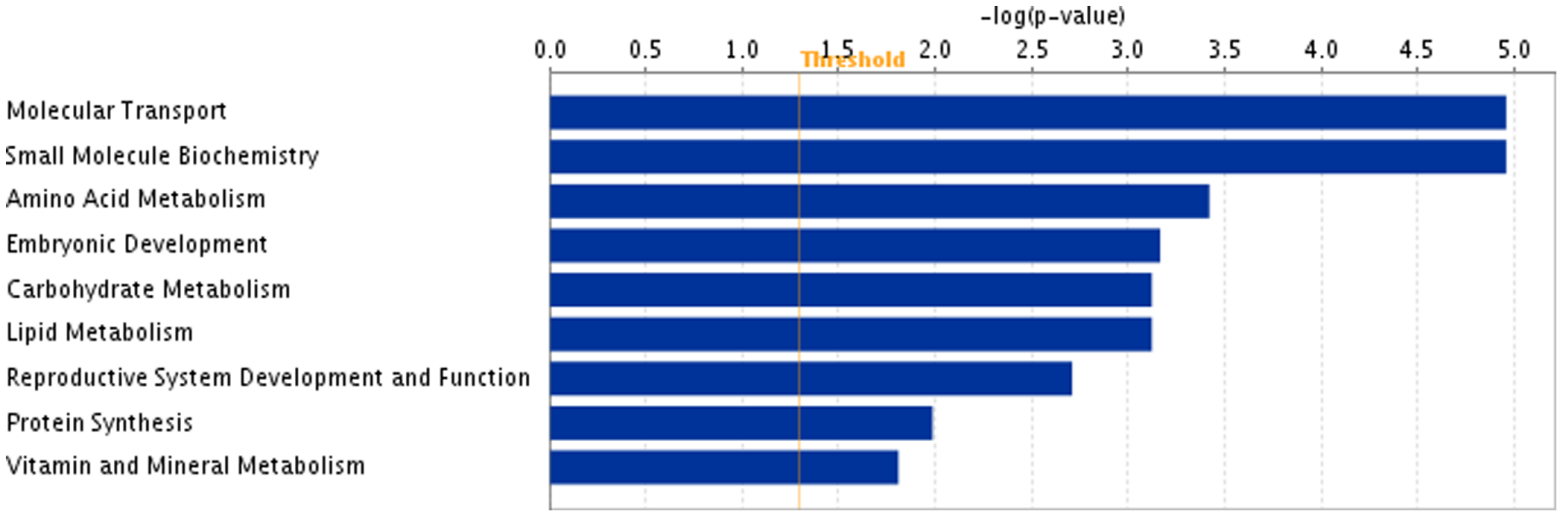
Functional grouping of DEGs in testis with high and low androstenone using Ingenuity Pathways Analysis (IPA) software. The most significant functional groups (*p*<0.05) are presented graphically. The bars represent the *p*-value on a logarithmic scale for each functional group.

**Table 5:** Functional categories and corresponding DEGs in high androstenone testis tissues.

Function	Number of genes	*p*-value*	Genes
Molecular transport	9	1.00E-05 to 4.96E-02	*HBB, HBD, HBA1/HBA2, CYP4A11, EDN1, MARCO, AMN, CD44, CD5*
Small molecule biochemistry	12	1.00E-05 to 4.95E-02	*HBB, HBD, ARG2, HBA1/HBA2,CYP4B1, MX1, CYTL1, CYP4A11, MARCO, MSMO1, DSP*
Amino acid metabolism	4	3.80E-04 to 3.48E-02	*ARG2, EDN1, HAL, FRK*
Embryonic development	4	6.80E-04 to 4.40E-02	*HBB, HBD, CYTL1, EDN1*
Carbohydrate metabolism	3	7.54E-04 to 4.96E-02	*CD244, EDN, CYTL1*
Lipid metabolism	7	7.54E-04 to 4.96E-02	*CD244, EDN1, CYP4A11, HBB, MARCO, MSMO1, DSP*
Reproductive system development and function	2	1.95E-03 to 4.96E-02	*NQO1, TNC*
Protein synthesis	3	1.03E-02 to 2.70E-02	*HBA1/HBA2, HBB, ADAMTS4*
Energy production	2	1.64E-03 to 2.43E-02	*EDN1, MARCO*
Vitamin and mineral metabolism	3	1.50E-02 to 2.37E-02	*EDN1, CD244, CD5*

* Numbers in the *p*-value column showed a range of *p*-values for the genes from each category.

For the liver androstenone samples, out of 25 DEGs, 22 could be assigned to a specific functional group based on the information from IPA (Figure 3). A large proportion (88.0%) of the DEGs from liver high androstenone group was enriched with GO functional categories such as amino acid metabolism, small molecule biochemistry, cellular development, lipid metabolism, molecular transport, cellular function and maintenance and cellular growth and proliferation (Figure 3). 

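Several genes named in these categories were highest in high replicate 3 of liver. KRT8 (NM_001159615.1) reached 1682 ± 2439.8 CPM in the high and 424 ± 243 in the low androstenone group. The SD of the high group was larger than its mean, and 71.3% of its sum came from high replicate 3. With all samples, KRT8 had a log2 fold change of 1.99 (standard error 0.81, adjusted p = 0.9999) in edgeR's quasi-likelihood test and 0.51 without that sample. For HAL (XM_001925061.1), at 58.6 ± 76.6 against 15.4 ± 7.51 CPM, the corresponding values were 1.94 and 0.68. In contrast, SDS changed little, from 2.11 to 2.03.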

The genes classified into each functional group are listed in Table 6.

**Figure 3:**
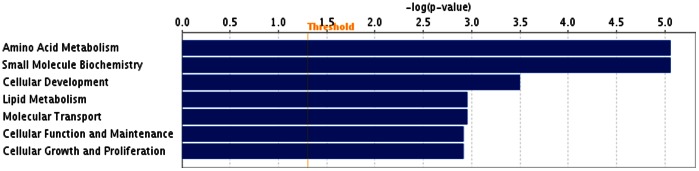
Functional grouping of DEGs in liver with high and low androstenone using Ingenuity Pathways Analysis software. The most significant functional groups (*p*<0.05) are presented graphically. The bars represent the *p*-value on a logarithmic scale for each functional group.

**Table 6:** Functional categories and corresponding DEGs in high androstenone liver tissues.

Function	Number of genes	*p*-value*	Genes
Amino acid metabolism	3	8.71E-06 to 3.49E-02	*HAL, SDS, CDKN1A*
Small molecule biochemistry	8	8.71E-06 to 2.51E-02	*HAL, CYP7A1, MBL2, AMPD3, HSD17B2, IP6K1, SDS, CDKN1A*
Cellular development	4	3.15E-04 to 2.49E-02	*CDKN1A, KRT8, HIST1H4A, MBL2*
Lipid metabolism	5	1.10E-03 to 2.41E-02	*CYP7A1, MBL2, HSD17B2, IP6K1, CDKN1A, KRT8*
Molecular transport	3	1.11E-03 to 4.41E-02	*CYP7A1, MBL2, CDKN1A*
Cell function and maintenance	4	1.20E-03 to 4.90E-02	*CDKN1A, MBL2, KRT8, KRT18*
Cell growth and proliferation	3	1.20E-03 to 2.90E-02	*CDKN1A, MBL2, KRT8*

* Numbers in the *p*-value column showed a range of *p*-values for the genes from each category.

### Validation of Selected DEGs with Quantitative Real Time PCR (qRT-PCR)

In order to validate the RNA-Seq results, on the basis of differential expressions and functions related to androstenone, a total of 10 genes were selected and quantified using qRT-PCR. *ARG2, CYP2C33*, *MSMO1*, *EDN1* and *CYP2B22* genes from testis samples and *IP6K1, BTG3*, *CYP7A1*, *FMO5* and *HSD17B2* genes from liver samples were selected. For this purpose, the same samples used in the deep sequencing were used. Comparison of qRT-PCR data for 10 selected genes showed complete concordance of expression with the RNA-Seq results (Figure 4A and 4B). 

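The counts of these genes in the 10 samples of each tissue were as follows, with log2 fold changes from edgeR. In testis, ARG2 (XM_001928679.2) had 141 ± 102 CPM in the high and 40.0 ± 21.3 in the low androstenone group, a log2 fold change of 1.82. The values of CYP2C33 (NM_214414.1) were 1.26 ± 1.01 and 0.337 ± 0.206, those of MSMO1 (NM_213752.1) 192 ± 108 and 61.5 ± 16.4, with log2 fold changes of 1.88 and 1.64. EDN1 and CYP2B22 (NM_214413.1) were lower in the high androstenone group, with log2 fold changes of -1.76 and -2.42. Exact permutation tests gave p = 0.0794 for ARG2, 0.0238 for CYP2C33, 0.0397 for MSMO1, 0.00794 for EDN1 and 0.0159 for CYP2B22. Their adjusted p from edgeR's quasi-likelihood test lay between 0.236 and 0.345. Of these, DESeq2 gave adjusted p of 0.0479 for MSMO1 and 4.3e-04 for EDN1. In liver, IP6K1 (XM_001925759.2) and the BTG3 IDs were higher in the high androstenone group, with a log2 fold change of 3.36 for IP6K1. For the first BTG3 ID (XM_003132741.1) it was 2.13, and 0.91 without high replicate 3. For the second (NM_001097517.1), which may share reads with the first, it was 1.71, and 0.75 without that sample. CYP7A1 (NM_001005352.2), FMO5 (XM_001928594.1) and HSD17B2 (NM_001167649.1) were lower, with -1.98, -1.77 and -2.88. The exact permutation p was 0.381 for IP6K1, 0.0317 and 0.0476 for BTG3, 0.286 for CYP7A1, 0.0238 for FMO5 and 0.167 for HSD17B2, and the edgeR adjusted p was 0.9999 for each. PPIA (NM_214353.1), which served as a housekeeping gene, had a log2 fold change of -0.23 in testis (exact permutation p = 0.0794) and 0.21 in liver (exact permutation p = 0.556). No reference ID matched GAPDH.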

To further validate the expression of selected genes more robustly, new grouping of independently high (n = 5) and low (n = 5) androstenone are done among the remaining 90 pigs. The mRNA expressions of selected genes showed similar pattern of expression in this new groups (Figure 4C and D). Gene expression values for qRT-PCR were normalized using housekeeping genes *PPIA* and *GAPDH* [34].

**Figure 4:**
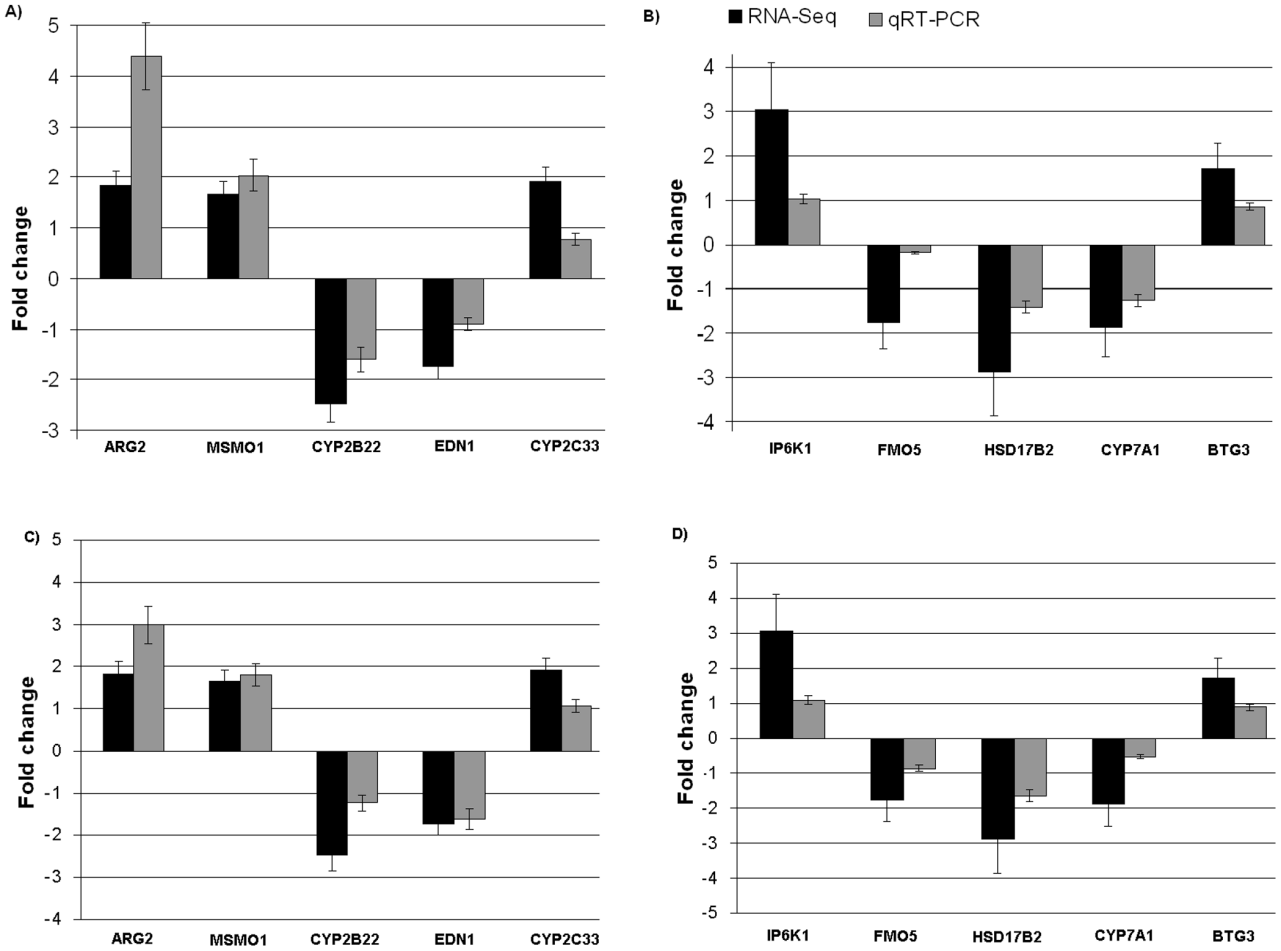
qRT-PCR validations for ten DEGs from divergent androstenone levels in (A and C) testis and (B and D) liver samples. Fold change determined via division of high androstenone group gene expression value by low androstenone group gene expression value.

### Gene Variation Analysis

In total 222,225 and 202,249 potential polymorphism were identified in high and low androstenone testis groups. Among these identified polymorphisms, 8,818 in high androstenone group and 8,621 in low androstenone group were global polymorphisms with reference and accession identifiers in dbSNP database. Similarly in liver high and low androstenone samples 169,181 and 164,417 potential polymorphisms were identified. There were 6,851 global polymorphisms in high androstenone liver sample and 6,436 global polymorphisms in low androstenone liver sample.

Polymorphisms identified in DEGs for testis and liver samples are given in Table 7 and Table 8. In the testis samples 12 gene polymorphisms were identified in 8 DEGs (Table 7). Additionally our results of deep sequencing in limited number of animals revealed that mutations for the genes *CD244* and *ARG2* were specific for high androstenone testis tissues, whereas mutations in genes *IFIT2, DSP* and *IRG6* were specific for low androstenone testis samples. Furthermore, we have selected SNPs in *IRG6, DSP, MX1* and *IFIT2* genes to validate their segregation and association in our population (Table S3 and Table S4). 

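For the positions of Table 7, the paper's Table S2 gives the read depth for the polymorphism in each sample. These depths were set beside the counts of the same genes, since a polymorphism needs reads over its position to be seen. CD244 (XM_001928325.2) had 13.1 ± 12.0 CPM in the high and 3.00 ± 1.23 in the low androstenone group, with 683 and 161 counts in total. The paper's read depth at its position was 41 over the 5 high samples and 0 in the low group. ARG2 had 5390 counts in the high and 1939 in the low group, and the paper's depth was 18 over the 5 high samples and 0 in the low group. DSP (XM_003128168.1), with 220 counts in the high and 660 in the low group, had a paper's depth of 3 and 10 at its positions, all in low samples. DSP reached 46.9 CPM in low replicate 2, against 15.0 ± 18.3 for that group. IFIT2 had 39 counts in the high and 155 in the low group, and IRG6 had 63 and 370. The paper's read depths for IRG6, 8 in all, came from low replicate 3 (6 reads) and low replicate 4 (2 reads), and those for IFIT2 at position 106102335 came from low replicates 3, 4 and 5 (12, 4 and 3 reads). Over the 12 positions of testis, 10 had a read depth in 1 group only, and in 9 of them this was the group with the higher counts of the gene. Table 7 gives the groups of the 2 MX1 positions the other way round from Table S2. By Table S2, the exception was position 144420441 of MX1, with a depth of 25 reads in the high group, where MX1 had 379 counts against 1716 in the low group. From these depths, the paper states which mutations were specific to a group.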

Polymorphisms in *IRG6* (g.118838598G>A), *MX1* (g.144420441C>T) and *IFIT2* (g.106102335 G>T) were associated with androstenone level (Table 9).

**Table 7:** Polymorphisms detected in testis samples.

Refseq ID	Gene name	SSC	Position	dbSNP	Reference	Alternate	Quality	RMSPS^a^	SNP Classification	Sample group
XM_003124689	HBA2	3	35253219	0	G	GA	333.66	39.10	Insertion	High and Low
XM_003124689	HBA2	3	35253521	0	G	GCTC	617.84	39.89	Insertion	High and Low
NM_213817	IRG6*	3	118838598	0	G	A	181.62	37.00	Synonymous	Low androstenone
XM_003124870	LOC100516362	3	48107044	0	G	GT	260.38	38.59	Insertion	High androstenone
XM_001928325	CD244	4	93149337	0	T	A	84.61	36.72	Synonymous	High androstenone
XM_003128168	DSP	7	4940734	0	G	A	31.18	37.00	Synonymous	Low androstenone
XM_003128168	DSP*	7	4944881	0	C	T	69.47	37.00	Synonymous	Low androstenone
XM_001928679	ARG2	7	99786827	0	A	AT	106.28	39.51	Insertion	High androstenone
NM_214061	MX1	13	144402807	0	A	G	43.93	37.40	Non- synonymous	High androstenone
NM_214061	MX1*	13	144420441	0	C	T	59.51	37.00	Non- synonymous	Low androstenone
XM_001928671	IFIT2*	14	106102335	rs80925743	G	T	98.81	37.00	Synonymous	Low androstenone
XM_001928671	IFIT2	14	106102694	0	G	A	40.63	37.00	Synonymous	Low androstenone

* the SNP validated in boar population using RFLP (see Table 9).

a Root mean square phred score.

**Table 8:** Polymorphisms detected in liver samples.

Refseq ID	Gene name	SSC	Position	dbSNP	Reference	Alternate	Quality	RMSPS^a^	SNP Classification	Sample group
XM_001928594	FMO5*	4	104473018	rs80837900	G	A	112.94	37.02	Synonymous	Low androstenone
NM_001005352	CYP7A1	4	77195279	0	G	A	1373.52	37.15	Non-synonymous	Low androstenone
NM_001005352	CYP7A1	4	77195397	0	T	C	4026.2	36.93	Synonymous	High and Low
NM_001005352	CYP7A1	4	77197364	0	T	C	1624.62	37.00	Synonymous	High and Low
NM_001005352	CYP7A1	4	77199510	0	A	T	416.26	37.00	Synonymous	Low androstenone
NM_001005352	CYP7A1	4	77199576	0	T	G	242.3	36.07	Synonymous	Low androstenone
NM_001005352	CYP7A1	4	77200294	0	G	A	274.6	37.00	Synonymous	Low androstenone
NM_001005352	CYP7A1	4	77200408	rs80923210	A	G	494.32	36.44	Synonymous	Low androstenone
NM_001005352	CYP7A1*	4	77201533	rs196960866	A	G	1880.98	37.00	Synonymous	Low androstenone
NM_001159615	KRT8	5	16715238	rs80814240	C	T	2365.07	36.65	Synonymous	High and Low
NM_001159615	KRT8	5	16718099	rs80845521	C	T	2186.76	37.01	Synonymous	High and Low
NM_001159615	KRT8	5	16720725	0	G	GT	1160.84	39.98	Insertion	High and Low
NM_001159615	KRT8	5	16721108	0	GGT	G	355.1	38.63	Deletion	High and Low
NM_001159615	KRT8	5	16721708	rs55618932	T	C	2941.94	36.61	Synonymous	High and Low
NM_001159615	KRT8	5	16721831	rs80916149	A	G	9343.88	37.02	Synonymous	High and Low
XM_003126180	KRT18*	5	16788495	0	G	A	327.13	37.16	Synonymous	Low androstenone
XM_003126180	KRT18	5	16789240	0	G	GA	304.54	38.77	Insertion	High and Low
XM_003126180	KRT18	5	16789379	rs81211893	G	A	596.36	36.52	Synonymous	High and Low
XM_003126180	KRT18	5	16789412	rs81211894	A	G	2116.22	36.56	Synonymous	High and Low
XM_003126180	KRT18	5	16789808	rs81211895	G	C	2188.63	36.89	Synonymous	High and Low
XM_003126180	KRT18	5	16789954	0	A	ATC	926.56	35.84	Insertion	High Androstenone
XM_001925061	HAL	5	82556747	0	G	GT	80.57	40.20	Insertion	High Androstenone
XM_001928022	HIST1H4K	7	22186329	0	C	T	717.72	33.45	Synonymous	Low androstenone
XM_001929558	CDKN1A	7	36992673	rs80964639	A	G	544.05	37.00	Synonymous	High Androstenone
XM_001929558	CDKN1A	7	36992792	0	A	G	214.41	37.00	Synonymous	High and Low
XM_003129674	TSKU	9	10759263	0	G	A	127.72	36.56	Synonymous	Low androstenone
NM_001123146	NNMT	9	40584781	0	G	GA	460.61	42.34	Insertion	High and Low
NM_214125	MBL2	14	101464163	0	C	T	236.74	38.58	Synonymous	High and Low
NM_214125	MBL2	14	101464174	0	T	G	624.35	38.02	Synonymous	High and Low
NM_214125	MBL2	14	101464216	0	A	T	2136.83	37.43	Synonymous	High and Low
NM_214125	MBL2	14	101464268	0	A	G	2123.64	37.42	Synonymous	High and Low
NM_214125	MBL2	14	101464309	0	T	C	1038.03	37.83	Synonymous	High and Low
NM_214125	MBL2	14	101464842	0	A	ACT	1693.34	37.6	Insertion	High and Low
NM_214125	MBL2	14	101467788	0	A	G	4598.53	36.97	Synonymous	High and Low
XM_001928302	SDS	14	38865735	0	G	GT	194.2	39.81	Synonymous	High Androstenone
XM_001928302	SDS	14	38868514	0	C	T	51.13	37.00	Non- synonymous	Low androstenone

* the SNP validated in boar population using RFLP (see Table 9).

a Root mean square phred score.

**Table 9:** Genotype and association analysis of selected candidate genes with androstenone.

Polymorphism	Boar taint compound [Ln(µg/g)]	Genotype (μ ± S.E.)			Effect (μ ± S.E.)	
		GG	GA	AA	Additive	Dominance
IRG6 G>A	Androstenone	4.93±0.30^c^	5.95±0.21^d^	5.82±0.10^d^	−0.44±0.15**	−0.57±0.23*
		CC	CT	TT		
DSP C>T	Androstenone	5.76±0.21	6.06±0.18	5.94±0.20	−0.09±0.08	−0.20±0.13
		CC	CT	TT		
MX1 C>T	Androstenone	5.73±0.12^a^	5.92±0.11^a^	5.30±0.18^b^	0.21±0.11	−0.40±0.14**
		GG	GT	TT		
IFIT2 G>T	Androstenone	6.27±0.18^a^	5.63±0.18^b^	5.61±0.10^b^	0.32±0.09**	0.31±0.19
		GG	GA	AA		
FMO5 G>A	Androstenone	5.96±0.27^a^	5.48±0.27^b^	5.97±0.20^a^	0.01±0.15	0.47±0.20*
		AA	AG	GG		
CYP7A1 A>G	Androstenone	4.63±0.32^a^	5.60±0.22^b^	5.73±0.08^b^	−0.55±0.16 **	−0.42±0.26
		GG	GA	AA		
KRT18 G>A	Androstenone	5.70±0.01*^c^*	5.82±0.23^c^	4.59±0.30^d^	−0.55±0.15 **	−0.66±0.25*

a,b <0.05; c,d<0.01; e,f <0.001;

* p<0.05;

** p<0.01.

Thirty six mutations were identified in 11 DEGs in liver samples (Table 8). 

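HAL had 4711 counts in the 5 high and 913 in the 5 low androstenone liver samples, and the paper's depth of 13 reads at its position in Table S2 came from high replicate 3 (11 reads) and high replicate 1 (2 reads). FMO5 had 1484 counts in the high and 6928 in the low group, with a paper's depth of 57 reads over all 5 low samples. HIST1H4K (XM_001928022.2) had 12 counts in the high and 139 in the low group. The paper's depth of 28 reads at its position came from low replicate 2, which also held 84.2% of the low group's summed CPM of this gene. For TSKU, the ID listed in Table S2 had 140 counts in the high and 773 in the low group, and the paper's depth of 23 reads came from low replicates 1, 2 and 3 (11, 10 and 2 reads). Of the 36 liver positions, 15 had a read depth in 1 group only, and in 13 of these it was the group with the higher counts of the gene. Position 16788495 of KRT18 had a depth of 148 reads in the low group only, although KRT18 had 25993 counts in the high and 8257 in the low group, and position 38868514 of SDS had a depth of 58 reads in the low group only, with 7727 counts in the high and 1913 in the low group.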

Variation in *HAL* gene was specific for high androstenone liver samples whereas *FMO5*, *HIST1H4K* and *TSKU* gene variations were specific for low androstenone liver samples (Table 8). Read counts for individual samples for identified polymorphisms in testis and liver tissues are given in Table S2. Additionally, we have validated SNPs in highly polymorphic genes *CYP7A1, KRT18* and *FMO5* and their association in our population (Table S3 and Table S4). The SNP in *CYP7A1* (g.77201533 A>G), *KRT18* (g.16788495 G>A) and *FMO5* (g.104473018 G>A) were found to be associated with the phenotype androstenone level (Table 9).

## Discussion

### Analysis of RNA-Seq Data

The present study describes the transcriptome profiles of testis and liver for androstenone by using RNA-Seq. To the best of our knowledge this study provides the first comprehensive insight into the transcriptome of androstenone metabolism in testis and liver tissue by using RNA-Seq. Using the whole transcriptome sequencing technique, we were able to identify the levels of differentially expressed genes and associate these genes with divergent androstenone levels in terms of boar taint. Our findings clearly demonstrated the power of RNA-Seq and provide further insights into the transcriptome of testis and liver in androstenone at a finer resolution. Illumina sequencing data have been described as replicable with relatively little technical variation [35].

Although 45% to 50% (Table 1 and 2) of the fragments do not map to annotated exons in our study, we were able to identify genes associated with divergent androstenone levels. Porcine annotation is incomplete, as evidenced by read mapping annotation. The percentage of annotated reads varies from 15.6% to 60.8% in similar porcine transcriptome studies [36]; [37]; [38]. The differences between mapping percentages might be due to several factors such as primer biases, GC content, dinucleotide fragmentation sites, independent cell types and laboratory protocols [39]; [40]. Another factor is that the current reference transcriptome assembly might not cover all transcribed mRNA and consequently low abundant transcripts or rare alternative splicing isoforms are less likely to be mapped to transcriptome assembly [38].

### Differential Gene Expression and Gene Polymorphism Analysis in Testis

In this study, 46 genes were differentially regulated in testis with divergent androstenone levels (Table 3). Our findings of differential gene expression are in accordance with the current understanding of androstenone metabolism as well as the previous findings in functional studies. In our study, the most up and down regulated genes *DKK2* and *KRT82* were found to be novel genes related to androstenone metabolism. Dickkopf-related protein 2 is encoded by the *DKK2* gene which was identified as the highest up regulated gene in our study (Table 3). 

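DKK2 (XM_003129269.1) was counted at 3.56 ± 5.29 CPM (SD, n = 5) in the high and 0.485 ± 0.378 (SD, n = 5) in the low androstenone group. Its log2 fold change was 2.88 (standard error 0.82, adjusted p = 0.345) in edgeR's quasi-likelihood test, the highest of the Table 3 IDs. High replicate 5 (A10) had 13.0 CPM from 97 counts, 73.0% of the sum of its group, and the other 4 high samples had between 3 and 24 counts. In the low group, between 1 and 9 counts were found per sample. All 5 high samples lay above the median of the low group (exact permutation test, p = 0.0397). Without high replicate 5, the log2 fold change was 1.42, and without each other sample in turn it reached at most 3.21. DESeq2 gave 2.90 with an adjusted p of 0.105. With the trended dispersion only, the adjusted p was 1.3e-08.

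**Figure D3:**
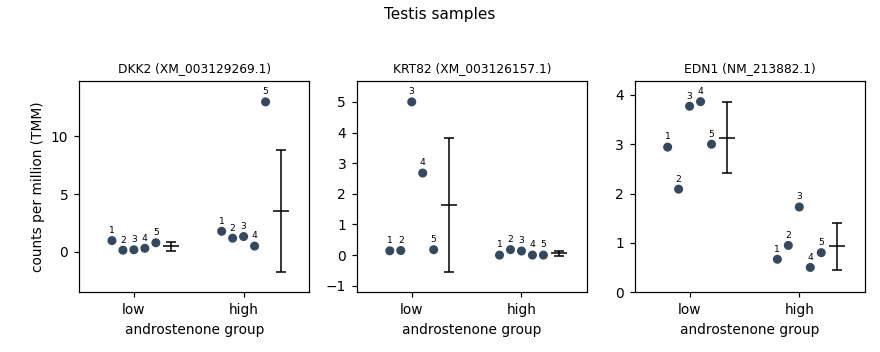
TMM-normalized CPM (y axis) of DKK2, KRT82 and EDN1 in the 5 low and 5 high androstenone testis samples, with replicate numbers beside the points, and mean and SD as bars. High replicate 5 of DKK2 lies at 13.0 and low replicate 3 of KRT82 at 5.00, while the EDN1 values of the groups do not overlap.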

*DKK2* can act as either an agonist or antagonist of Wnt/beta-catenin signalling [41]. WNT signalling in the testis has not been well understood, however it has been shown to play an important role in proliferation and self-renewal of mouse and human spermatogonia [42]. Mutation in β-catenin leads to the over activity of β-catenin in Sertoli cells caused testicular cord disruption, germ cell depletion, and inhibition of Müllerian duct regression suggesting that inhibition of β-catenin signalling is essential for Sertoli cell and testicular cord maintenance and germ cell survival [43]. Baes et al. [44] found that breeding against androstenone may have slightly adverse effects on semen quality. In the light of these external references it could be speculated that up regulation of *DKK2* gene in this study may have antagonistic effect on Wnt/beta-catenin signalling pathway which has shown to cause negative effects on sperm production. 

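KRT82 (XM_003126157.1) was at 1.63 ± 2.18 CPM (SD, n = 5) in the low and 0.0622 ± 0.0867 (SD, n = 5) in the high androstenone group. Low replicate 3 had 5.00 CPM, 61.4% of the sum of the low group. No high sample had more than 3 counts. The log2 fold change of KRT82 was -4.35 (standard error 1.11, adjusted p = 0.328) in edgeR's quasi-likelihood test, and it stayed between -5.41 and -3.33 without each sample in turn. The exact permutation test gave p = 0.0397.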

*KRT82* was the highest down regulated gene in high androstenone testis tissues in our study (Table 3). The protein encoded by this gene is a member of the keratin gene family which contains at least 54 functional keratin genes in humans [45]. Keratin-related genes are known to be affected by androgen exposure, especially by Dihydrotestosterone (DHT) exposure [46]. Relation of DHT with androsterone has been shown by Rizner et al. [47]. These literature evidences show that down-regulation of *KRT82* gene is the end result of high androgen metabolism in testis and not directly involved in androsterone synthesis.

There are similarities between gene expression differences found with RNA-Seq and those reported in previous microarray studies in porcine testis and liver tissues [27]; [28]; [29]. Grindflek et al. [48] and Moe et al. [29] reported cytochrome P450 superfamily genes to be differentially regulated in their investigated testis samples. In our study, other members of cytochrome P450 family genes were found to be differentially regulated in addition to genes reported by these previous studies. Our findings showed that genes *CYP4B1*, *CYP4A11* and *CYP2C33* were up regulated and gene *CYP2B22* was down regulated (Table 3). 

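CYP4B1 (XM_003128017.1, paired with LOC100523909 in the RefSeq table) was at 62.6 ± 43.0 CPM in the high and 13.8 ± 17.0 in the low androstenone group, a log2 fold change of 2.15 (standard error 0.76, adjusted p = 0.430) in edgeR's quasi-likelihood test. CYP4A11 (XM_003128032.1) was at 19.6 ± 14.0 and 4.84 ± 6.35 CPM, with a log2 fold change of 1.97. Both ranges overlapped, with exact permutation p of 0.0635 and 0.0873. CYP2C33 had 1.26 ± 1.01 against 0.337 ± 0.206 CPM and a log2 fold change of 1.88, which became 1.20 without high replicate 1 (exact permutation p = 0.0238 with all samples). For CYP2B22, 0.173 ± 0.179 CPM in the high and 0.981 ± 0.481 in the low group gave a log2 fold change of -2.42 (exact permutation p = 0.0159), between -2.88 and -2.01 without each sample in turn. In the high group, the mean of CYP2B22 was below what 3 counts can show at this depth. The edgeR adjusted p of these 4 genes lay between 0.338 and 0.441.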

Among these genes, *CYP4A11* was enriched in Gene Ontology categories molecular transport, small molecule biochemistry and lipid metabolism and gene *CYP4B1* was revealed in small molecule biochemistry (Table 5). In accordance with our results, Moe et al. [29] also showed lipid metabolism to be one of the enriched GO categories for DEGs in testis samples.

In addition to transcriptome quantification, RNA-Seq technology provides valuable information regarding gene polymorphisms which could be directly correlated with the relevant phenotype. Several holistic gene expression analyses have been performed for boar taint compounds by using microarray or Real-Time PCR technology [27]; [28]; [29]. Our study extends these observations by correlating differentially regulated genes with associated polymorphisms. Gene polymorphisms in the exonic regions might have direct effect on the expression of transcripts and connecting our identified polymorphisms from RNA deep sequencing with GWAS studies may give additional insight to variation in the androstenone levels. Results in our study revealed 12 mutations in androstenone testis samples (Table 7). On SSC3 four polymorphism were identified, two at 35 Mb (insertion) on gene *HBA2*, one at 48 Mb (SNP) on gene *LOC100516362* and one at 118 Mb (SNP) on gene *IRG6* (Table 7). Grindflek et al. [2] found two QTL regions on the same chromosome for androstenone at 38 to 40 Mb in Duroc breed by using SNP chip genotyping which is in agreement with our results. Similar to our detected SNP at 118 Mb, an androstenone QTL on SSC3 was identified between 113 Mb and 122 Mb regions in Duroc, Landrace and Yorkshire breeds [23]. We identified a SNP on SSC4 at position 93 Mb on gene *CD244*, however, no previous QTL region associated with boar taint related traits was reported before. Three polymorphisms were identified on SSC7, two SNPs on gene *DSP* at 4.9 Mb and an insertion polymorphism at 99 Mb on gene *ARG2*. SNP genotyping study by Grindflek et al. identified an androstenone related QTL region on chromosome 7 between region 80.8 Mb and 88.3 Mb [2] which is in close proximity to the polymorphism detected on gene *ARG2* in this study. Additionally, Ren et al. [49] identified a male reproductive trait (testosterone level) related QTL on the same chromosome at 77.2 cM region. In our study, two SNPs were identified on gene *MX1* at position 144 Mb on SSC13, yet to the best of our knowledge no QTL regions related with boar taint or male reproductive traits has been reported in this region. On SSC14 at position 106 Mb, two SNPs were identified on gene *IFIT2*. Cross matching the chromosomal positions of these SNPs with data from dbSNP database showed that one of the SNPs (at position 106,102,335) has already been annotated in the SNP database (dbSNP ID: rs80925743). A QTL region for androstenone was identified on the same chromosome between 87.9 cM and 108.7 cM by Lee et al. [24] and the SNPs identified in our study fit into this previously identified androstenone QTL region.

### Differential Gene Expression and Gene Polymorphism Analysis in Liver

Twenty five genes were found to be differentially regulated in liver tissue with divergent androstenone levels (Table 4). 

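LOC100512122 (XM_003130359.1) was at 7.62 ± 15.5 CPM (SD, n = 5) in the high and 0.503 ± 0.422 (SD, n = 5) in the low androstenone liver group. High replicate 3 (B8) had 35.3 CPM, 92.7% of the high group's sum. The log2 fold change was 3.96 (standard error 1.34, adjusted p = 0.9999) in edgeR's quasi-likelihood test and 0.41 without that sample (exact permutation p = 0.500 with all samples). LOC100511195 (XR_115925.1) was at 18.3 ± 24.3 and 1.52 ± 1.58 CPM, with 61.4% of the high group's sum in the same sample. Its log2 fold change of 3.61 became 2.54 without high replicate 3 (exact permutation p = 0.0873 with all samples).

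**Figure D4:**
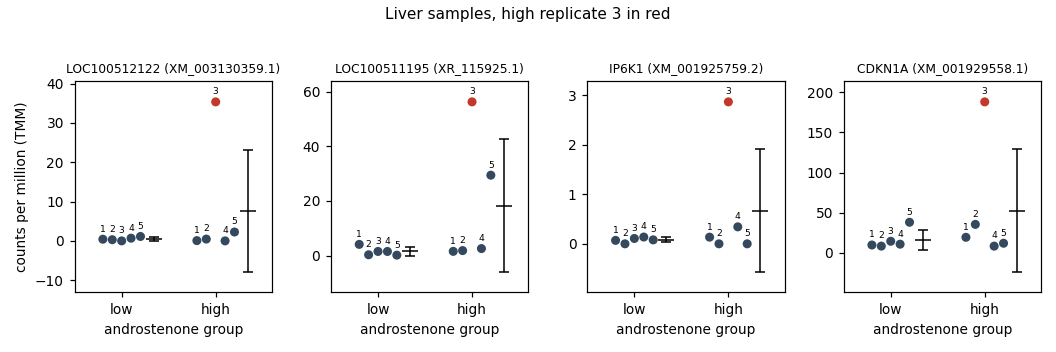
TMM-normalized CPM (y axis) of LOC100512122, LOC100511195, IP6K1 and CDKN1A in the 5 low and 5 high androstenone liver samples, with replicate numbers beside the points, and mean and SD as bars. High replicate 3, in red, is the highest sample in each panel, at 35.3 for LOC100512122, 56.3 for LOC100511195, 2.86 for IP6K1 and 188 for CDKN1A.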

The top two up regulated genes in our liver sample were *LOC100512122* with log fold change 3.89 and *LOC100511195* with log fold change 3.57. However, we were not able to identify either the gene names or function through orthologue databases or BLAST sequence similarity searches. As a result, the functions of these genes cannot be discussed in detail here.

*IP6K1* was the third highest up regulated in our liver samples. 

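The reference ID listed as IP6K1 (XM_001925759.2) carries the symbol IP6K3 in the RefSeq table. It was counted 57 times in high replicate 3 of liver and between 0 and 2 times in each of the other 9 liver samples. This gave 0.668 ± 1.24 CPM in the high androstenone group, with 85.7% of its sum from high replicate 3. The low androstenone group, at 0.0788 ± 0.0513 CPM, lay under the smallest share that 3 counts can show in liver, 0.112 CPM. The log2 fold change of this ID was 3.36 (standard error 1.16, edgeR adjusted p = 0.9999, exact permutation p = 0.381). Without high replicate 3 the ID fell below 10 summed counts and was not tested.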

Inositol hexakisphosphate kinase 1 (*IP6K1*) is a member of the inositol phosphokinase family which encodes protein responsible for the conversion of inositol hexakisphosphate (InsP6) to diphosphoinositol pentakisphosphate (InsP7/PP-InsP5) [50]. Chakraborty et al. [51] have shown that targeted deletion of *IP6K1* in mice liver has increased Akt and mTOR signalling and decreased GSK3β signalling. Since this gene is highly expressed in liver, several factors including the diet of the sample population might have a larger impact on the expression of this gene. At this point, we are not able to pinpoint the effect of this gene (*IP6K1*) on androstenone metabolism in liver.

In our liver sample, *HSD17B2* was the highest down regulated gene with fold change −2.86 (Table 4). 

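HSD17B2 (NM_001167649.1) was at 53.4 ± 64.1 CPM (SD, n = 5) in the low and 7.26 ± 3.55 (SD, n = 5) in the high androstenone liver group. The low samples ranged from 5.50 to 139.8, so that the SD of this group was larger than its mean, and the high samples ranged from 3.10 to 11.3. The log2 fold change was -2.88 (standard error 0.83, adjusted p = 0.9999) in edgeR's quasi-likelihood test (exact permutation p = 0.167). Without low replicate 2, which held 52.4% of the low group's sum, it was -2.13. In the same test BCAM had a log2 fold change of -2.92, with 89.2% of the low group's sum in low replicate 1.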

Hydroxysteroid (17-beta) dehydrogenase 2 (*HSD17B2*) regulate the availability of testosterone and androstenedione in tissues by catalysing interconvertion of active and inactive forms of steroids [52]. Gene expression studies by Moe et al. [28] have also shown the down regulation of *HSD17B2* gene in liver sample. Moreover, different members of the HSD enzyme family (*HSD17B4*, *HSD17B11* and *HSD17B13*) were found to be differentially regulated in Duroc and Norwegian Landrace populations [28].

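CYP7A1 (NM_001005352.2) was at 19.8 ± 28.8 CPM (SD, n = 5) in the low and 5.29 ± 9.44 (SD, n = 5) in the high androstenone liver group, with an SD above the mean in both. Low replicate 2 had 68.1 CPM, 68.7% of the low group's sum. The log2 fold change of CYP7A1 was -1.98 (standard error 1.21, adjusted p = 0.9999) in edgeR's quasi-likelihood test, and the exact permutation p was 0.286. It was -0.62 without low replicate 2 and -4.15 without high replicate 4.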

Our results showed that cytochrome P450 family gene *CYP7A1* is differentially regulated in liver samples. *CYP7A1* is the rate-limiting enzyme in the synthesis of bile acid from cholesterol. The conversion of cholesterol to bile acid is the major pathway for cholesterol metabolism [30]. *CYP7A1* is a cytochrome P450 heme enzyme that oxidizes cholesterol using molecular oxygen. Down-regulation of *CYP7A1* causes reduced fat catabolism in liver which may lead to higher fat accumulation and androstenone level due to the dynamic relationship between androstenone in plasma and adipose tissue [53]. Gene expression profiles by Moe et al. [28] have also shown cytochrome P450 family genes to be differentially regulated in liver samples.

Another gene family found to be differentially expressed in our transcriptome analysis is flavin-containing monooxygenases (FMOs) gene family. The FMO family of enzymes converts lipophilic compounds into more polar metabolites and decreases activity of the compounds [54]. In the study conducted by Moe et al. [28], using microarray analysis, *FMO1* is reported to be up-regulated in higher androstenone pigs. In contrast, *FMO5* was found to be down-regulated in high androstenone liver samples in our study. 

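FMO5 (XM_001928594.1) was at 100.3 ± 62.4 CPM (SD, n = 5) in the low and 29.4 ± 14.7 (SD, n = 5) in the high androstenone liver group. The low samples ranged from 41.7 to 198 and the high samples from 8.88 to 45.2 (exact permutation p = 0.0238). Its log2 fold change was -1.77 (standard error 0.47, adjusted p = 0.9999) in edgeR's quasi-likelihood test, and it stayed between -1.98 and -1.37 without each sample in turn. DESeq2 gave -1.75 with an adjusted p of 0.196.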

Since androstenone is a lipophilic compound, we speculate that androstenone level was negatively correlated with *FMO5* activity. Since androstenone is a lipophilic compound, we speculate that androstenone level was negatively correlated with *FMO5* activity.

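CDKN1A (XM_001929558.1) was at 52.7 ± 76.4 CPM (SD, n = 5) in the high and 16.3 ± 12.4 (SD, n = 5) in the low androstenone liver group. High replicate 3 held 71.4% of the high group's sum. With all samples the log2 fold change was 1.70 (standard error 0.75, adjusted p = 0.9999) in edgeR's quasi-likelihood test (exact permutation p = 0.333), and without high replicate 3 it was 0.21.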

Among the differentially expressed genes in liver, the gene *CDKN1A* was enriched in GO categories amino acid metabolism, small molecule biochemistry, lipid metabolism and molecular transport. The differentially expressed gene *CYP7A1* was enriched in GO categories such as small molecule biochemistry, lipid metabolism and molecular transport. Gene Ontology functional analysis by Moe et al [28] has also shown that the GO categories lipid metabolism and amino acid metabolism were enriched.

Gene polymorphism analysis has shown that there were thirty six mutations in 11 DEGs in liver samples (Table 8). Eight SNPs were identified on SSC4 at position 77 Mb (Table 8) which were mapped to gene *CYP7A1.* In close adjacency to this region Quintanilla et al. [25] identified an androstenone related QTL at position 72 cM. An additional SNP was identified on SSC4 at position 104 Mb mapped to gene *FMO5* however, this position was not mapped as androstenone related QTL region by any previous studies. Our results have also shown that this SNP at position 104,473,018 has been already reported in dbSNP database (dbSNP ID: rs80837900) (Table 8). Six polymorphisms on SSC5 at position 16.7 Mb were mapped to gene *KRT8*. Out of these identified polymorphisms, four SNPs were previously mapped to dbSNP database (Table 8). Another set of 6 polymorphisms on SSC 5 at position 16.7 Mb mapped to the gene *KRT18*. Three SNPs among these six polymorphisms were already identified and reported in dbSNP database (Table 8). Grindflek et al. [2] detailed an androstenone QTL region on SSC5 between 20.4 and 22.2 Mb in close proximity to our reported polymorphisms (Table 8). An insertion gene polymorphism at position 82 Mb on the same chromosome mapped to *HAL* gene was also indentified in our study. On SSC 7 we identified 3 SNPs, one at position 22 Mb on gene *HIST1H4K* and two at position 36 Mb mapped to gene *CDKN1A*. One of the SNP mapped to *CDKN1A* at position 36.9 Mb has already been reported in dbSNP database (dbSNP ID: rs80964639). An androstenone QTL region on SSC7 between position 33.6 and 88.3 Mb was already described by Grindflek et al. [2]. Two SNPs on *CDKN1A* identified in our study falls into this previously mentioned QTL region. Genome wide association study by Grindflek et al. [2] described androstenone related QTL region on SSC9 at position 7.5 to 8.0 Mb. We report an SNP on the same chromosome at position 10 Mb, close to the previously reported QTL region (Table 8). In addition, we obtained an insertion polymorphism mapped to *NNMT* gene at position 40 Mb. We identified two polymorphisms at 38 Mb on *SDS* gene in the vicinity of the androstenone QTL region on SSC14 at 37 cM [25]. Furthermore, our analysis revealed 7 additional SNPs on SSC14 at 101 Mb on *MBL2* gene. Lee et al. [24] described a QTL on SSC14 at position 87.9 to 108.7 cM for androstenone in the Large White × Meishan crossbred population.

Selected polymorphisms in genes *IRG6, MX1, IFIT2, FMO5, CYP7A1* and *KRT18* were found to be associated with the phenotype androstenone level in this study (Table 9). An association study was performed for a SNP (g.494 A>G) in the *FMO5* gene but no statistical relation could be detected with the off flavour score in the Berkshire x Yorkshire resource population [55]. Location of *IFIT2* gene on SSC14 incorporated the QTL affecting androstenone in Yorkshire pig [56] and subjective pork flavour in Large White and Meishan pigs [24]. *MX1* is an interesting candidate gene for disease resistance in farm animals [57] but this study first identifies association with boar taint compounds. No study investigated association of *CYP7A1* with boar taint compounds. Some study reported association of this gene with plasma cholesterol in pigs [58]. Boar taint is related to the adipose tissues since lean pigs have low boar taint compounds [59]. The function of highly polymorphic *KRT18* is relating to pathological processes in liver but involvement in boar taint is not quite clear. However, this gene maps close to a region on SSC5 affecting androstenone in pigs [2].

### Conclusion

Here we showed whole genome expression differences for varying androstenone levels in testis and liver tissues. RNA-Seq provided high resolution map of transcriptional activities and genetic polymorphisms in these tissues. However, due to incomplete porcine annotations, only around 50% of the total reads could be mapped to annotated references. The improvements in pig genome annotations may lead to better coverage and detailed understanding of genetic and functional variants such as novel transcripts, isoforms, sequence polymorphisms and non-coding RNAs. Integration of high throughput genomic and genetic data (eQTL) with proteomic and metabolomic data can provide additional new insight into common biological processes and interaction networks responsible for boar taint related traits.

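The difference between the tissues was tested itself, as the interaction of tissue and androstenone group over all 20 samples in edgeR's quasi-likelihood test. Of 19065 reference IDs, 0 had an adjusted p under 0.05 and 890 had an unadjusted p under 0.05, and the smallest adjusted p was 0.801. If no ID differed, a share of about 0.05 of them would have an unadjusted p under 0.05, and 890 lay below this share. With same-numbered testis and liver samples taken as 1 boar through a replicate block, 0 had an adjusted p under 0.05 and 700 an unadjusted p under 0.05. This pairing is taken from the labels, and same-numbered samples of the tissues deviated together with a mean r of 0.143, which a share of 0.0207 of 10000 drawn numberings reached. After the mapped share was regressed out, the mean r was 0.0189 and the share 0.341. In separate fits of the tissues, 1741 testis IDs and 465 liver IDs had an unadjusted p under 0.05, and in a single fit of all 20 samples 936 testis IDs and 1086 liver IDs did, so the order of the tissues depended on the fit. With the mapped share as a covariate in separate fits, an alternative chosen after seeing the data, the numbers were 952 in testis and 1225 in liver. On simulated counts, the interaction test found 117 of 200 genes that were changed in 1 tissue, with 7 unchanged genes called. The spread of these counts followed the trended dispersion, and the changed genes had a mean of at least 10 counts per liver sample. The 117 therefore do not show how often genes with a larger spread or fewer counts would be found. From the numbers of DEGs, the paper concludes that transcriptome activity for androstenone biosynthesis is higher in testis than in liver.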

On the basis of number of DEGs, our results confirm that transcriptome activity in testis is higher in comparison to liver tissue for androstenone biosynthesis. These results also show that the entire functional pathway involved in androstenone metabolism is not completely understood and through this study, we propose additional functional candidate genes such as, *DKK2* and *CYP2B22* in testis and *IP6K1* and *HSD17B2* in liver for androstenone metabolism. Importantly, most of the DEGs are in QTL positions functionally related to pathways involved in boar taint. Furthermore, various gene polymorphisms were also detected in testis and liver DEGs and associations are validated with androstenone levels. Potential polymorphisms and association were identified in DEGs such as *IRG6, MX1,* and *IFIT2* in testis and *CYP7A1*, *FMO5* and *KRT18* in liver. This transcriptome and polymorphisms analysis using RNA deep sequencing combining with association analysis has revealed potential candidate genes affecting boar taint compound. It is speculated that these polymorphisms could be used as biomarkers for boar taint related traits. However, further validation is required to confirm the effect of these biomarkers in other animal populations.

## Materials and Methods

### Animals and Phenotypes

Tissue samples and phenotypes were collected from the Duroc × F_2_ cross animals. F_2_ was created by crossing F_1_ animals (Leicoma × German Landrace) with Large White pig breed. Duroc × F_2_ boars were on average 116 days old and had on average 90 kg live weight when slaughtered. All pigs were slaughtered in commercial abattoir, called Landesanstalt für Schweinezucht – LSZ Boxberg. Slaughterhouse management gave the necessary permissions for the tissue and organ collections. Animals were bred and growth, carcass and meat quality data were collected according to guidelines of the German performance test [60]. Tissue samples from testis and liver were frozen in liquid nitrogen immediately after slaughter and stored at −80°C until used for RNA extraction. Fat samples were collected from the neck and stored at −20°C until used for androstenone measurements. For the quantification of androstenone an in-house gas-chromatography/mass spectrometry (GC-MS) method was applied as described previously [61]. Pigs having a fat androstenone level less than 0.5 µg/g and greater than 1.0 µg/g were defined as low and high androstenone samples, respectively. Ten boars were selected from a pool of 100 pigs and the average androstenone value for these selected animals was 1.36±0.45 µg/g. Notably, these 100 boars were used for association study (Table S3 and Table S4). RNA was isolated from testis and liver of 5 pigs with extreme high (2.48±0.56 µg/g) and 5 pigs with extreme low levels of androstenone (0.24±0.06 µg/g). Total RNA was extracted using RNeasy Mini Kit according to manufacturer’s recommendations (Qiagen). Total RNA was treated using on-column RNase-Free DNase set (Promega) and quantified using spectrophotometer (NanoDrop, ND8000, Thermo Scientific). RNA quality was assessed using an Agilent 2100 Bioanalyser and RNA Nano 6000 Labchip kit (Agilent Technologies).

### Library Construction and Sequencing

Full-length cDNA was obtained from 1 µg of RNA, with the SMART cDNA Library Construction Kit (Clontech, USA), according to the manufacturer’s instructions. Libraries of amplified RNA for each sample were prepared following the Illumina mRNA-Seq protocol. The library preparations were sequenced on an Illumina HiSeq 2000 as single-reads to 100 bp using 1 lane per sample on the same flow-cell (first sequencing run) at GATC Biotech AG (Konstanz, Germany). All sequences were analysed using the CASAVA v1.7 (Illumina, USA). The deep sequencing data have been deposited in NCBI SRA database and are accessible through GEO series accession number GSE44171 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44171).

### Reference Sequences and Alignment

Two different reference sequence sets were generated from NCBI Sscrofa 9.2 assembly: (1) the reference sequence set generated for differential expression analysis comprised of RefSeq mRNA sequences (cDNA sequences) and candidate transcripts from NCBI UniGene database (Sscrofa). (2) For gene variation analysis a different reference sequence set, generated from whole genome sequence (chromosome assembly) was used. During sequencing experiment, Sscrofa NCBI 10.2 assembly was not released and Sscrofa 9.2 covered ∼8.5 K unannotated SNPs (dbSNP database). The released Sscrofa 10.2 assembly consists of 566 K SNP http://www.ncbi.nlm.nih.gov/Taxonomy/Browser/wwwtax.cgi?mode=Info&id=9823 (Accession date 4/02/2013) with annotation information for 460 K SNP (dbSNP database). In order to make use of this enriched SNP information, we used NCBI Remap tool (http://www.ncbi.nlm.nih.gov/genome/tools/remap) to convert Sscrofa 10.2 SNP genomic positions to Sscrofa9.2 positions. Using the whole chromosomal assembly for read mapping in gene variation analysis step allowed us to match the polymorphisms identified in this analysis with polymorphisms available for porcine genome in dbSNP database based on chromosomal positions. Raw reads were mapped to reference sets using BWA algorithm (http://bio-bwa.sourceforge.net/) with the default parameters [62].

### Differential Gene Expression Analysis

The differential gene expression analysis was designed to contrast the difference in the expression of genes between high and low androstenone samples. For differential gene expression analysis with raw count data a R package DESeq was used [33]. The normalization procedure in DESeq handles the differences in the number of reads in each sample. For this purpose, DESeq first generates a fictitious reference sample, with read counts defined as the geometric mean of all the samples. The read counts for each gene in each sample is divided by this geometric mean to obtain the normalized counts. To model the null distribution of the count data, DESeq follows an error model that uses the negative binomial distribution, with variance and mean linked by local regression. The method controls type-I error and provides good detection power [33]. After analysis using DESeq, DEGs were filtered based on *p*-adjusted value [63] 0.05 and fold change ≥1.5. Additionally, the gene expression data was also analyzed using a Generalized Linear Model (GLM) function implemented in DESeq to calculate both within and between group deviances. As sanity checking and filtration step, we cross matched the results from both analysis (*p*-adjusted ≤0.05 and fold change ≥1.5 criteria and GLM analysis) and only those genes which appeared to be significant in both the tests (*p*-value ≤0.05), were selected for further analysis. The results of GLM analysis are given in Table S2.

### Gene Variation Analysis

For gene variation analysis the mapping files generated by aligning the raw reads to reference sequence set (2) were used. All the downstream analysis was performed using Genome Analysis Toolkit (GATK) [64] and Picard Tools (http://picard.sourceforge.net/). The Genome Analysis Toolkit (GATK) was used for local realignment incorporating Sscrofa 9.2 converted SNPs which was described in the previous section. SNPs were furthermore classified as synonymous or non-synonymous using the GeneWise software (http://www.ebi.ac.uk/Tools/psa/genewise/last accessed 21.03.2013) by comparing between protein sequence and nucleotides incorporated SNP position [65]. Covariate counting and base quality score recalibration were done using the default parameters suggested by GATK toolkit. The re-aligned and recalibrated mapping files were grouped according to tissue and phenotype categories. Variant calling was performed for each group using GATK UnifiedGenotyper [64]. To find out the differentially expressed genes that also harboured sequence polymorphisms, we filtered the results from UnifiedGenotyper with chromosomal positions of DEGs and retained only those which mapped to DEG chromosomal positions. By this way, we were able to isolate a handful of mutations that mapped to DEGs from many thousands of identified potential sequence polymorphisms. Additionally to understand whether these identified polymorphisms segregate either in only one sample group (high androstenone or low androstenone group) or in both the groups (high and low androstenone group) we calculated the read/coverage depth of these polymorphisms in all the samples. The results of this analysis are detailed in the results section and read coverage for individual samples are given in Table S2.

### Pathways and Networks Analysis

A list of the DEGs was uploaded into the Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, www.ingenuity.com) to identify relationships between the genes of interest and to uncover common processes and pathways. The ‘Functional Analysis’ tool of the IPA software was used to identify the biological functions that were most significant to the data set [5].

### Quantitative Real-Time PCR (qRT-PCR) Analysis

For qRT-PCR experiment, total RNA from testis and liver samples were isolated from the 10 boars used for deep sequencing. Additionally, RNA was isolated from the similar tissues of 10 independent boars with divergent androstenone level among the remaining 90 boars. cDNA were synthesised by reverse transcription PCR using 2 µg of total RNA, SuperScript II reverse transcriptase (Invitrogen) and oligo(dT)12 primer (Invitrogen). Gene specific primers for the qRT-PCR were designed by using the Primer3 software [66]. Detailed information for primers used in this study was given in Table 10. In each run, the 96-well microtiter plate contained each cDNA sample and no-template control. The qRT-PCR was conducted with the following program: 95°C for 3 min and 40 cycles 95°C for 15 s/60°C for 45 s on the StepOne Plus qPCR system (Applied Biosystem). For each PCR reaction 10 µl iTaqTM SYBR® Green Supermix with Rox PCR core reagents (Bio-Rad), 2 µl of cDNA (50 ng/µl) and an optimized amount of primers were mixed with ddH_2_O to a final reaction volume of 20 µl per well. All samples were analysed twice (technical replication) and the geometric mean of the Ct values were further used for mRNA expression profiling. The geometric mean of two housekeeping genes *GAPDH* and *PPIA* were used for normalization of the target genes. The delta Ct (ΔCt) values were calculated as the difference between target gene and geometric mean of the reference genes: (ΔCt = Ct_target_− Ct_housekeeping genes_) as described in Silver et al. [67]. Final results were reported as fold change calculated from delta Ct-values. Details of primers which were used for qRT-PCR study are shown in Table 10.

**Table 10:** Details of primers used for qRT-PCR analysis and genotyping.

Gene	Reference ID	Primer sequences (5′→3′)	Application	Position*	Enzyme	Annealing temperature (°C)	Product size (bp)	RFLP-patterns
CYP2B22	NM_214413.1	F: CACCACCATCCTCCAGAACT R: GGCAGGAACTGGATCTGGTA	qRT-PCR	–	–	52	120	–
ARG2	XM_001928679.2	F: GGAAGCTGGCTTGATGAAAA R: CCACTGAGCGAGGATTCACT	qRT-PCR	–	–	55	128	–
MSMO1	NM_213752.1	F: CCTGGCACTATTTCCTGCAT R: TAGGGTTTCCAGAGGGTGTG	qRT-PCR	–	–	55	128	–
EDN1	NM_213882.1	F: TTCAGGGAGAAACACCCAAG R:CGAGACGGAAGAAAGCAAAG	qRT-PCR	–	–	55	121	–
CYP2C33	NM_214414.1	F: AGCTGTGCCTCATCCCTAGA R: GTGTTTCTGTCCCAGGCAAT	qRT-PCR	–	–	56	133	–
IP6K1	XM_001925759.2	F: CTGCCAGCCTGTGTCTGTAA R: ATGGCACCAGAATCAGAAGG	qRT-PCR	–	–	55	136	–
BTG3	XM_003132741.1	F: CCAGGAATGTACCGAGGAAA R: ACAATGCATTCCAGGAGGAG	qRT-PCR	–	–	55	138	–
CYP7A1	NM_001005352.2	F: TTCCCGATTCATGTGTTCAA R: ACCAGTTCCGAGATGTGGTC	qRT-PCR	–	–	54	104	–
FMO5	XM_001928594.1	F:GGCCTGAAGCCTAAACACAG R:CCTGGAGCCATCCTCAAATA	qRT-PCR	–	–	55	147	–
HSD17B2	NM_001167649.1	F: TGCAGAACAGAGGACTGTGG R: GCCATGCATCGTTTGTATTG	qRT-PCR	–	–	54	103	–
PPIA	NM_214353	F: CACAAACGGTTCCCAGTTT R: TGTCCACAGTCAGCAATGGT	qRT-PCR	–	–	58	171	–
GAPDH	AF017079	F:ACCCAGAAGACTGTGGATGG R:ACGCCTGCTTCACCACCTTC	qRT-PCR	–	–	60	247	–
IRG6	NM_213817	F: CTGGTACCTGTCACCTTTGC R: GGGTGAAGTGGTAATTGACG	Genotyping	Exon 3	HaeIII	60	232	GG: 154+78AA: 232
DSP	XM_003128168	F: AACCTGATTGATCGGGAAAC R: GCTGACCTTCTTTTTGGTGA	Genotyping	Exon 1	HpyCH4IV	55	207	CC: 109+98TT: 207
MX1	NM_214061	F:CACTTCCAAATGGAGCAGAT R:GACTCGCAGACTCACCTGAT	Genotyping	Exon 2	AciI	55	204	CC: 125+79TT: 204
IFIT2	XM_001928671	F:AAGAAGTTTTCCAGCCCCTA R:TTATCCAGACGGTAGCTTGC	Genotyping	Exon 3	DrdI	55	188	GG: 145+107TT: 252
FMO5	XM_001928594	F:AAAGGTTCGACCATGAAATG R: TATGGCAGCTGTCTCTGTGA	Genotyping	Exon 3	HpyCH4III	55	223	GG: 134+89AA: 223
CYP7A1	NM_001005352	F:TGTCCAGGAAATCAAGCAAT R:CGTCATCAGCTGTCCTCTTT	Genotyping	Exon 2	HpyCH4V	55	199	AA: 101+98GG: 199
KRT18	NM_001159615	F: GGGTTGAGAAGGTTCTGGAT R: CTCCTCGTGGTTCTTCTTCA	Genotyping	Exon 2	HpyCH4V	55	215	GG: 149+66AA: 215

* Position according to coding region in Sus scrofa.

### Validation of SNP and Association Study

Seven SNPs were selected covering both the testis and liver samples for further validation and association study (Table 9). Genotyping in 100 boars were performed by PCR-RFLP method. In brief, a working solution with a final concentration of 50 ng/µl DNA was prepared and stored at 4°C for further analysis. Polymerase chain reactions (PCR) were performed in a 20 µl volume containing 2 µl of genomic DNA, 1 × PCR buffer (with 1.5 mM MgCl_2_), 0.25 mM of dNTP, 5 pM of each primer and 0.1 U of Taq DNA polymerase (GeneCraft). The PCR product was checked on 1.5% agarose gel (Fischer Scientific Ltd) and digested by using the restriction enzyme (Table 10). Digested PCR-RFLP products were resolved in 3% agarose gels. Details of GenBank accession numbers, primers sequences, annealing temperature and SNP position used in this study are listed in Table 10. Statistical analyses were performed using SAS 9.2 (SAS Institute Inc., Cary, USA). Effects of slaughter age, husbandry system (pen) as well as genotype on boar taint compound androstenone were assessed with fixed effect model (ANOVA) using PROC GLM. For all models, fixed effects included genotype and pen (group, individual), and age of slaughter was fitted as a covariate for boar taint compound androstenone. Due to the skewed nature of the androstenone, data were transformed with natural logarithm before ANOVA to achieve normality. Least square mean values for the loci genotypes were compared by t-test and p-values were adjusted by the Tukey–Kramer correction [68]; [69]; [70].

## Supporting Information

Figure S1 **The smear plots for differential expression between high and low androstenone levels in testis and liver.**
(TIF) Click here for additional data file.

Table S1 **GLM analysis results for testis and liver DEGs.**
(DOC) Click here for additional data file.

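In Table S1, the total deviance of each gene is split into a part within and a part between the androstenone groups, and the GLM p-value compares the part between the groups with 1 degree of freedom. The part within the groups is what the group means leave, scaled by the dispersion, and it is about 8, its degrees of freedom, where the dispersion matches the spread between boars. For DKK2, the paper's within-group deviance is 49.0, and 50.1 was calculated from the counts with the trended dispersion. For LOC100519550 (XM_003127761.1), whose deviance is the largest in testis, the values were 158 and 167. For EDN1, whose values separated the groups, they were 4.99 and 5.07.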

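Table S2 lists, for each of 48 positions in the DEGs, the read depth for the polymorphism in each sample. A group in which the polymorphism was not called at all carries 0, so the table does not tell whether reads covered the position there. In 25 positions a read depth was given in 1 androstenone group only. These lay in 15 genes, of which 12 had them in the group with the higher counts of the gene only. The other 3 genes (MX1, KRT18 and SDS) had such positions in both groups, and the 3 positions with a depth in the group with the lower counts were theirs. With these 3 genes counted against the 12, an exact two-sided binomial test gave p = 0.0352. By position, 22 of the 25 were in the group with the higher counts.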

Table S2 **Sample read counts for polymorphisms on testis and liver DEGs.**
(DOC) Click here for additional data file.

Table S3 **Selected SNP detected by RNA-seq that were validated using RFLP.**
(DOC) Click here for additional data file.

Table S4 **Genotype, allele frequencies and the chi-square test of selected SNPs validated using RFLP.**
(DOC) Click here for additional data file.

# Supplementary material for: RNA Deep Sequencing Reveals Novel Candidate Genes and Polymorphisms in Boar Testis and Liver Tissues with Divergent Androstenone Levels
**Source:** PLoS One. 2013 May 16;8(5):e63259. doi: 10.1371/journal.pone.0063259
**Supplement:** Table S1 — GLM analysis results for testis and liver DEGs.

**Table S1. GLM analysis results for testis DEGs**

| Gene | Reference ID | Total deviance | Within group deviance | Between group deviance | pvals.GLM | padj.GLM |
| --- | --- | --- | --- | --- | --- | --- |
| DKK2 | XM_003129269.1 | 94,57405344 | 49,01098891 | 45,56306453 | 1.48e-11 | 1.82e-08 |
| AMN | XM_001925648.2 | 56,13687537 | 41,18519362 | 14,95168175 | 0,00011 | 0,0224 |
| LOC100519550 | XM_003127761.1 | 219,1547338 | 157,6625993 | 61,49213449 | 4.44e-15 | 2.19e-11 |
| CYP4B1 | XM_003128017.1 | 187,8129657 | 121,4060867 | 66,40687909 | 3.33e-16 | 2.19e-12 |
| CD244 | XM_001928325.2 | 99,5360863 | 48,82215609 | 50,71393021 | 1.07e-12 | 1.54e-09 |
| ADAMTS4 | XM_001927507.2 | 59,06631207 | 41,80910286 | 17,25720921 | 3.26e-05 | 0,00882 |
| CYP4A11 | XM_003128032.1 | 149,5756533 | 100,5911754 | 48,98447792 | 2.58e-12 | 3.39e-09 |
| HAL | XM_001925061.1 | 49,77083672 | 31,15547537 | 18,61536134 | 1.6e-05 | 0,00538 |
| CYP2C33 | NM_214414.1 | 24,18405324 | 11,4387478 | 12,74530544 | 0,000357 | 0,0453 |
| AMY2B | XM_003125887.1 | 41,72791373 | 12,91784401 | 28,81006972 | 7.98e-08 | 4.92e-05 |
| ARG2 | XM_001928679.2 | 107,5216802 | 56,85667722 | 50,66500299 | 1.1e-12 | 1.54e-09 |
| LOC100516362 | XM_003124870.1 | 35,68008104 | 13,78452286 | 21,89555818 | 2.88e-06 | 0,00124 |
| LOC100521272 | XM_003126855.1 | 166,7184634 | 131,6674609 | 35,05100243 | 3.21e-09 | 2.53e-06 |
| MSMO1 | NM_213752.1 | 71,2762284 | 29,07879541 | 42,19743299 | 8.25e-11 | 8.14e-08 |
| KRT4 | XM_001927218.2 | 92,01257247 | 75,96178014 | 16,05079233 | 6.17e-05 | 0,015 |
| MPP7 | XM_003130762.1 | 43,08332655 | 20,92364435 | 22,15968221 | 2.51e-06 | 0,00115 |
| DSP | XM_003128168.1 | 103,5494219 | 74,14399114 | 29,40543073 | 5.87e-08 | 3.73e-05 |
| AMHR2 | XM_003126187.1 | 57,92658111 | 37,42076386 | 20,50581725 | 5.95e-06 | 0,00234 |
| SLA-3 | AB105388.1 | 142,0949217 | 111,8059984 | 30,28892327 | 3.72e-08 | 2.45e-05 |
| HAAO | XM_003125193.1 | 51,35356658 | 26,37997478 | 24,97359181 | 5.81e-07 | 0,000327 |
| MX1 | NM_214061.1 | 107,1777724 | 71,41987495 | 35,75789748 | 2.23e-09 | 1.84e-06 |
| MX2 | NM_001097416.1 | 103,425223 | 76,19198866 | 27,2332343 | 1.8e-07 | 0,000105 |
| IFIT2 | XM_001928671.2 | 46,35404599 | 31,18693736 | 15,16710863 | 9.84e-05 | 0,0209 |
| HBB | NM_001144841.1 | 101,7538105 | 58,47173398 | 43,28207657 | 4.74e-11 | 4.92e-08 |
| ARL4C | XM_003133753.1 | 23,53224016 | 6,019485451 | 17,51275471 | 2.85e-05 | 0,00853 |
| EDN1 | NM_213882.1 | 24,61048373 | 4,989608498 | 19,62087523 | 9.44e-06 | 0,00365 |
| HBM | XM_003124683.1 | 33,48467605 | 18,62044326 | 14,86423279 | 0,000116 | 0,0228 |
| HBD | XM_003129515.1 | 102,6293463 | 57,88556504 | 44,74378126 | 2.25e-11 | 2.61e-08 |
| HBA2 | XM_003124688.1 | 104,7535393 | 53,57587865 | 51,17766061 | 8.44e-13 | 1.51e-09 |
| HBA2 | XM_003124690.1 | 97,49026851 | 46,61657353 | 50,87369498 | 9.85e-13 | 1.54e-09 |
| HBA2 | XM_003124687.1 | 106,5499909 | 52,87307029 | 53,67692061 | 2.36e-13 | 4.68e-10 |
| HBA2 | XM_003124689.1 | 104,3856804 | 50,71524294 | 53,67043745 | 2.37e-13 | 4.68e-10 |
| HBA2 | XM_003124685.1 | 104,3751932 | 49,03679511 | 55,33839812 | 1.01e-13 | 2.86e-10 |
| HBA2 | XM_003124684.1 | 110,7205225 | 55,3359343 | 55,38458821 | 9.91e-14 | 2.86e-10 |
| HBA2 | XM_003124686.1 | 104,4061617 | 48,13099392 | 56,27516781 | 6.31e-14 | 2.49e-10 |
| FRK | XM_001925792.2 | 33,43199904 | 15,45709943 | 17,97489961 | 2.24e-05 | 0,0069 |
| IRG6 | NM_213817.1 | 128,465334 | 92,61463483 | 35,85069918 | 2.13e-09 | 1.83e-06 |
| SYT10 | XM_001927016.2 | 68,17520468 | 30,58017177 | 37,59503291 | 8.71e-10 | 7.8e-07 |
| S100A2 | XM_001929559.1 | 47,37447874 | 26,54715015 | 20,8273286 | 5.03e-06 | 0,00206 |
| CD5 | XM_003122679.1 | 22,08153823 | 7,920153303 | 14,16138493 | 0,000168 | 0,0282 |
| CYP2B22 | NM_214413.1 | 25,33892965 | 11,22154026 | 14,11738939 | 0,000172 | 0,0282 |
| CYTL1 | XM_003128849.1 | 120,4327297 | 87,45572125 | 32,97700847 | 9.33e-09 | 6.81e-06 |
| S100A2 | XM_001929556.1 | 78,45311566 | 39,61130608 | 38,84180959 | 4.6e-10 | 4.32e-07 |
| CHRNA3 | XM_001925760.2 | 122,9108731 | 68,39829968 | 54,51257342 | 1.54e-13 | 3.81e-10 |
| OLFRA03 | XM_001926523.1 | 23,41749837 | 9,255928537 | 14,16156983 | 0,000168 | 0,0282 |
| KRT82 | XM_003126157.1 | 84,08300443 | 39,50775683 | 44,57524759 | 2.45e-11 | 2.68e-08 |

**Table S1. GLM analysis results for liver DEGs**

| Gene | Reference ID | Total deviance | Within group deviance | Between group deviance | pvals.GLM | padj.GLM |
| --- | --- | --- | --- | --- | --- | --- |
| LOC100512122 | XM_003130359.1 | 156,05915 | 96,172635 | 59,8865151 | 1.01e-14 | 4.39e-11 |
| LOC100511195 | XR_115925.1 | 131,766902 | 71,0144286 | 60,7524731 | 6.44e-15 | 3.73e-11 |
| IP6K1 | XM_001925759.2 | 38,8051314 | 23,3454923 | 15,4596391 | 8.43e-05 | 0,0473 |
| AMPD3 | XM_003135226.1 | 47,2594532 | 25,7020468 | 21,5574064 | 3.43e-06 | 0,00391 |
| LOC100521668 | XR_116002.1 | 90,437071 | 56,4002305 | 34,0368405 | 5.41e-09 | 1.34e-05 |
| SDS | XM_001928302.2 | 53,1108229 | 26,0579749 | 27,0528481 | 1.98e-07 | 0,000382 |
| BTG3 | XM_003132741.1 | 60,5632263 | 33,5013371 | 27,0618892 | 1.97e-07 | 0,000382 |
| KRT78 | XM_001927194.2 | 97,8180328 | 78,8485531 | 18,9694797 | 1.33e-05 | 0,0122 |
| SMPDL3A | XM_003121227.1 | 64,3571135 | 41,7138815 | 22,6432319 | 1.95e-06 | 0,00261 |
| KRT8 | NM_001159615.1 | 76,3422238 | 52,6410569 | 23,7011669 | 1.13e-06 | 0,00178 |
| LEAP2 | NM_213788.1 | 56,1292973 | 33,2320901 | 22,8972072 | 1.71e-06 | 0,00248 |
| HAL | XM_001925061.1 | 52,4815207 | 30,3881709 | 22,0933498 | 2.6e-06 | 0,00323 |
| NNMT | NM_001123146.1 | 50,160218 | 28,6945508 | 21,4656673 | 3.6e-06 | 0,00391 |
| BTG3 | NM_001097517.1 | 43,2619928 | 25,2810348 | 17,9809581 | 2.23e-05 | 0,0168 |
| KRT18 | XM_003126180.1 | 35,7533516 | 17,804555 | 17,9487966 | 2.27e-05 | 0,0168 |
| CDKN1A | XM_001929558.1 | 61,9691073 | 44,7786882 | 17,1904191 | 3.38e-05 | 0,0218 |
| TSKU | XM_003129674.1 | 56,9571834 | 40,6969503 | 16,2602331 | 5.52e-05 | 0,0331 |
| FMO5 | XM_001928594.1 | 34,5734683 | 15,7248704 | 18,8485979 | 1.42e-05 | 0,0123 |
| TSKU | XM_003129672.1 | 59,9838628 | 42,5294505 | 17,4544123 | 2.94e-05 | 0,0198 |
| TSKU | XM_003129673.1 | 60,3171241 | 42,8759867 | 17,4411374 | 2.96e-05 | 0,0198 |
| CYP7A1 | NM_001005352.2 | 135,645781 | 114,76336 | 20,882421 | 4.88e-06 | 0,005 |
| HIST1H4K | XM_001928022.2 | 50,2590586 | 32,348052 | 17,9110066 | 2.31e-05 | 0,0168 |
| MBL2 | NM_214125.1 | 120,170016 | 77,5073935 | 42,6626223 | 6.5e-11 | 1.89e-07 |
| BCAM | XM_003127227.1 | 51,2186451 | 35,0938025 | 16,1248426 | 5.93e-05 | 0,0344 |
| HSD17B2 | NM_001167649.1 | 95,8572865 | 50,6868571 | 45,1704294 | 1.81e-11 | 6.28e-08 |

# Supplementary material for: RNA Deep Sequencing Reveals Novel Candidate Genes and Polymorphisms in Boar Testis and Liver Tissues with Divergent Androstenone Levels
**Source:** PLoS One. 2013 May 16;8(5):e63259. doi: 10.1371/journal.pone.0063259
**Supplement:** Table S2 — Sample read counts for polymorphisms on testis and liver DEGs.

**Table S2. Read counts for individual samples for identified polymorphisms in testis and liver tissues are give**

**Table S2.1: Sample read counts for polymorphisms on testis DEGs.**

**A1.DP : individual read depth for polymorphism in sample A1. Read depth value ‘NIL’ indicates that the polymorphism is identified in the sample group, but not in the sample. Read depth value ‘0’ indicates that polymorphism is not at all present in the sample group. A1.DP-A5.DP read depths for low androstenone testis sample. A6.DP-A10.DP read depths for high androstenone testis sample.**

| Refseq Id | Gene name | Chr | position | A1.DP | A2.DP | A3.DP | A4.DP | A5.DP | A6.DP | A7.DP | A8.DP | A9.DP | A10.DP |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| NM_213817 | IRG6 | 3 | 118838598 | NIL | NIL | 6 | 2 | NIL | 0 | 0 | 0 | 0 | 0 |
| XM_003124689 | HBA2 | 3 | 35253219 | 5 | 8 | 9 | 18 | 11 | 5 | 5 | 5 | NIL | 3 |
| XM_003124689 | HBA2 | 3 | 35253521 | NIL | 9 | 9 | 11 | 11 | 8 | 6 | 8 | NIL | 6 |
| XM_003124870 | LOC100516362 | 3 | 48107044 | 0 | 0 | 0 | 0 | 0 | 1 | 3 | 3 | NIL | NIL |
| XM_001928325 | CD244 | 4 | 93149337 | 0 | 0 | 0 | 0 | 0 | 4 | 21 | 1 | 12 | 3 |
| XM_003128168 | DSP | 7 | 4940734 | NIL | 2 | 1 | NIL | NIL | 0 | 0 | 0 | 0 | 0 |
| XM_003128168 | DSP | 7 | 4944881 | NIL | 6 | 1 | 2 | 1 | 0 | 0 | 0 | 0 | 0 |
| XM_001928679 | ARG2 | 7 | 99786827 | 0 | 0 | 0 | 0 | 0 | 2 | 1 | 4 | 8 | 3 |
| NM_214061 | MX1 | 13 | 144402807 | NIL | NIL | 18 | 5 | 5 | 0 | 0 | 0 | 0 | 0 |
| NM_214061 | MX1 | 13 | 144420441 | 0 | 0 | 0 | 0 | 0 | 3 | 4 | 11 | 3 | 4 |
| XM_001928671 | IFIT2 | 14 | 106102335 | NIL | NIL | 12 | 4 | 3 | 0 | 0 | 0 | 0 | 0 |
| XM_001928671 | IFIT2 | 14 | 106102694 | NIL | NIL | 5 | NIL | 2 | 0 | 0 | 0 | 0 | 0 |

**Table S2.2: Sample read counts for polymorphisms on liver DEGs.**

**B1.DP : individual read depth for polymorphism in sample B1. Read depth value ‘NIL’ indicates that the polymorphism is identified in the sample group, but not in the sample. Read depth value ‘0’ indicates that polymorphism is not at all present in the sample group. B1.DP-B5.DP read depths for low androstenone liver sample. B6.DP-B10.DP read depths for high androstenone liver sample**

| Refseq Id | Gene name | Chr | position | B1.DP | B2.DP | B3.DP | B4.DP | B5.DP | B6.DP | B7.DP | B8.DP | B9.DP | B10.DP |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| XM_001928594 | FMO5 | 4 | 104473018 | 15 | 26 | 6 | 5 | 5 | 0 | 0 | 0 | 0 | 0 |
| NM_001005352 | CYP7A1 | 4 | 77195279 | 2 | 48 | NIL | NIL | NIL | 0 | 0 | 0 | 0 | 0 |
| NM_001005352 | CYP7A1 | 4 | 77195397 | 6 | 140 | 1 | 1 | 6 | 7 | NIL | NIL | 15 | NIL |
| NM_001005352 | CYP7A1 | 4 | 77197364 | 7 | 50 | 1 | 2 | 2 | 6 | NIL | 1 | 9 | 1 |
| NM_001005352 | CYP7A1 | 4 | 77199510 | 1 | 13 | NIL | NIL | NIL | 0 | 0 | 0 | 0 | 0 |
| NM_001005352 | CYP7A1 | 4 | 77199576 | NIL | 11 | NIL | NIL | NIL | 0 | 0 | 0 | 0 | 0 |
| NM_001005352 | CYP7A1 | 4 | 77200294 | NIL | 11 | NIL | NIL | NIL | 0 | 0 | 0 | 0 | 0 |
| NM_001005352 | CYP7A1 | 4 | 77200408 | 1 | 14 | NIL | NIL | 3 | 0 | 0 | 0 | 0 | 0 |
| NM_001005352 | CYP7A1 | 4 | 77201533 | NIL | 76 | NIL | 1 | 5 | 0 | 0 | 0 | 0 | 0 |
| NM_001159615 | KRT8 | 5 | 16715238 | 29 | 18 | 47 | 37 | 39 | 77 | 52 | 174 | 6 | 28 |
| NM_001159615 | KRT8 | 5 | 16718099 | 26 | 10 | 42 | 31 | 36 | 61 | 23 | 117 | 4 | 21 |
| NM_001159615 | KRT8 | 5 | 16720725 | 5 | 7 | 14 | 12 | 8 | 23 | 7 | 36 | 2 | 9 |
| NM_001159615 | KRT8 | 5 | 16721108 | 6 | 4 | 10 | 6 | 5 | 14 | 7 | 22 | NIL | 10 |
| NM_001159615 | KRT8 | 5 | 16721708 | 48 | 45 | 53 | 52 | 38 | 65 | 39 | 74 | 17 | 55 |
| NM_001159615 | KRT8 | 5 | 16721831 | 124 | 116 | 136 | 127 | 91 | 173 | 95 | 179 | 31 | 152 |
| XM_003126180 | KRT18 | 5 | 16788495 | 52 | 32 | 30 | 27 | 7 | 0 | 0 | 0 | 0 | 0 |
| XM_003126180 | KRT18 | 5 | 16789240 | 10 | 6 | 3 | 4 | NIL | 16 | 4 | 15 | 3 | 7 |
| XM_003126180 | KRT18 | 5 | 16789379 | 60 | 40 | 34 | 32 | 2 | 85 | 21 | 89 | 17 | 70 |
| XM_003126180 | KRT18 | 5 | 16789412 | 69 | 48 | 34 | 32 | 2 | 102 | 21 | 102 | 17 | 70 |
| XM_003126180 | KRT18 | 5 | 16789808 | 147 | 120 | 83 | 70 | 22 | 167 | 51 | 166 | 64 | 159 |
| XM_003126180 | KRT18 | 5 | 16789954 | 0 | 0 | 0 | 0 | 0 | 17 | 2 | 22 | 3 | 9 |
| XM_001925061 | HAL | 5 | 82556747 | 0 | 0 | 0 | 0 | 0 | 2 | NIL | 11 | NIL | NIL |
| XM_001928022 | HIST1H4K | 7 | 22186329 | NIL | 28 | NIL | NIL | NIL | 0 | 0 | 0 | 0 | 0 |
| XM_001929558 | CDKN1A | 7 | 36992673 | 0 | 0 | 0 | 0 | 0 | 5 | 6 | 93 | 1 | 2 |
| XM_001929558 | CDKN1A | 7 | 36992792 | 1 | 2 | 4 | 3 | 3 | 3 | 3 | 57 | NIL | 1 |
| XM_003129674 | TSKU | 9 | 10759263 | 11 | 10 | 2 | NIL | NIL | 0 | 0 | 0 | 0 | 0 |
| NM_001123146 | NNMT | 9 | 40584781 | 10 | 3 | 7 | 5 | NIL | 14 | 9 | 18 | NIL | 3 |
| NM_214125 | MBL2 | 14 | 101464163 | 24 | 17 | 9 | NIL | 4 | NIL | 1 | 15 | NIL | NIL |
| NM_214125 | MBL2 | 14 | 101464174 | 42 | 26 | 12 | NIL | 4 | 1 | 2 | 17 | NIL | NIL |
| NM_214125 | MBL2 | 14 | 101464216 | 100 | 58 | 35 | 2 | 4 | 5 | 2 | 49 | 3 | 3 |
| NM_214125 | MBL2 | 14 | 101464268 | 112 | 53 | 42 | 5 | 3 | 3 | 1 | 48 | 3 | 5 |
| NM_214125 | MBL2 | 14 | 101464309 | 67 | 23 | 23 | 3 | 3 | NIL | 1 | 22 | NIL | 2 |
| NM_214125 | MBL2 | 14 | 101464842 | 34 | 19 | 8 | 2 | 1 | NIL | 2 | 9 | 1 | 1 |
| NM_214125 | MBL2 | 14 | 101467788 | 188 | 68 | 75 | 5 | 3 | 7 | 3 | 76 | 7 | 3 |
| XM_001928302 | SDS | 14 | 38865735 | 0 | 0 | 0 | 0 | 0 | 4 | NIL | 9 | NIL | 1 |
| XM_001928302 | SDS | 14 | 38868514 | 7 | 14 | 9 | 14 | 14 | 0 | 0 | 0 | 0 | 0 |

# Supplementary material for: RNA Deep Sequencing Reveals Novel Candidate Genes and Polymorphisms in Boar Testis and Liver Tissues with Divergent Androstenone Levels
**Source:** PLoS One. 2013 May 16;8(5):e63259. doi: 10.1371/journal.pone.0063259
**Supplement:** Table S3 — Selected SNP detected by RNA-seq that were validated using RFLP.

Supplementary Table S3. Selected SNP detected by RNA-seq that were validated using RFLP

| Gene | Chromosome | SNP | Position | Frequency  (%) | Confirmed* |
| --- | --- | --- | --- | --- | --- |
| IRG6 | 3 | G/A | 118838598 | 15/85 | Yes |
| DSP | 7 | C/T | 4944881 | 49/51 | Yes |
| MX1 | 13 | C/T | 144420441 | 69/31 | Yes |
| IFIT2 | 14 | G/T | 106102335 | 24/76 | Yes |
| FMO5 | 4 | G/A | 104473018 | 47/53 | Yes |
| CYP7A1 | 4 | A/G | 77201533 | 10/90 | Yes |
| KRT18 | 5 | G/A | 16788495 | 89/11 | Yes |

*SNP confirmed by RFLP genotyping of DNA

# Supplementary material for: RNA Deep Sequencing Reveals Novel Candidate Genes and Polymorphisms in Boar Testis and Liver Tissues with Divergent Androstenone Levels
**Source:** PLoS One. 2013 May 16;8(5):e63259. doi: 10.1371/journal.pone.0063259
**Supplement:** Table S4 — Genotype, allele frequencies and the chi-square test of selected SNPs validated using RFLP.

Supplementary Table S4. Genotype, allele frequencies and the chi-square test of selected SNPs validated using RFLP

| Polymorphism position | Number of boars | Genotype frequency | | |  | Allele frequency | | p-value | Chi-square test |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | GG | GA | AA |  | G | A |  | χ2 |
| IRG6 g.118838598G>A | 100 | 0.06(6) | 0.17(17) | 0.77(77) |  | 0.15 | 0.85 | 0.009 | 0.10 |
|  |  | CC | CT | TT |  | C | T |  |  |
| DSP g.4944881 C>T | 100 | 0.26(26) | 0.45 (45) | 0.29(29) |  | 0.49 | 0.51 | 0.191 | 0.01 |
|  |  | CC(n) | CT(n) | TT(n) |  | A | G |  |  |
| MX1 g.144402807 C>T | 100 | 0.35(35) | 0.52 (51) | 0.14(13) |  | 0.69 | 0.31 | 0.01 | 0.01 |
|  |  | GG | GT | TT |  | G | T |  |  |
| IFIT2 g.106102335 G>T | 100 | 0.16(16) | 0.16(16) | 0.68(68) |  | 0.24 | 0.76 | 0.004 | 0.32 |
|  |  | GG | GA | AA |  | G | A |  |  |
| FMO5 g.104473018 G>A | 100 | 0.08 (8) | 0.77(77) | 0.15(15) |  | 47 | 53 | 0.04 | 0.30 |
|  |  | AA | AG | GG |  | A | G |  |  |
| CYP7A1 g.77201533 A>G | 100 | 0.05(5) | 0.10(10) | 0.85(85) |  | 0.10 | 0.90 | 0.004 | 0.20 |
|  |  | GG | GA | AA |  | G | A |  |  |
| KRT18 g.16788495 G>A | 100 | 0.85(85) | 0.09(9) | 0.06(6) |  | 0.89 | 0.11 | 0.001 | 0.27 |

How the deposited data were processed for this re-analysis (not part of the article)

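RNA-Seq counts of testis and liver were processed for 10 boars with divergent androstenone levels, 5 with high and 5 with low androstenone, which gives 20 samples with 1 library each. The authors sequenced each sample on 1 lane of the same flow-cell, called and filtered the reads with CASAVA, and aligned them with BWA to RefSeq mRNA sequences and UniGene transcripts of Sscrofa 9.2. The authors deposited the counts of reads per reference ID for each sample, and these counts were not normalized. How they were counted, and how reads that fit several reference sequences were treated, is not stated in the paper's text. Near-identical reference sequences (HBA2, TSKU, S100A2 and BTG3 each have several IDs) were therefore treated as uncertain. Each sample lists 21785 lines for 21755 reference IDs, since 10 IDs are listed 4 times with the same count, and these were used once. All 70 reference IDs of Tables 3 and 4 were found. Symbols came from the paper's tables or from a table of RefSeq genes, which together named 6692 IDs.

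Total counts ranged from 6161397 to 15975386 in testis and from 5796973 to 26783002 in liver. At these depths, 3 counts correspond to between 0.188 and 0.487 counts per 1000000 (CPM) in testis and between 0.112 and 0.518 CPM in liver. Lower values were taken as not separable from 0. This covers counting error only, and the spread between boars is given by the SD of each group.

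High and low androstenone samples were compared within each tissue with edgeR 4.0.16 in R 4.3.3. Counts were normalized by TMM, reference IDs with at least 10 counts summed over the 10 samples of a tissue were kept, and the quasi-likelihood test was applied with Benjamini-Hochberg adjustment. Genes were counted at an adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper. The DESeq package of the paper was not used here. The difference between the tissues was tested as the interaction of tissue and androstenone group over all 20 samples. Single genes were also compared by exact two-sided permutation tests on log2(CPM + 0.5), for which 5 against 5 samples allow no p below 0.00794. Total counts were compared by a permutation test with 100000 resamples over both tissues and by exact tests within each tissue. The procedure was tested on simulated data with 200 changed genes in each tissue.

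Before the data were examined, these alternatives were set: DESeq2 1.42.0 with its own size factors and a local dispersion fit, RLE normalization, a likelihood ratio test with the trended dispersion only, a stricter and a weaker filter on low counts, a log2 fold change of at least 1.5, a single fit of all 20 samples, the replicate number as a block, a covariate for libraries with over 20 M reads, removal of the hemoglobin IDs, summing of IDs that share a symbol, robust dispersion estimates and leaving out each sample in turn. Added after the data were seen were the mapped share of reads as a covariate, the trended dispersion together with a log2 fold change of at least 1.5, and the larger of the gene-wise and the trended dispersion. The genes named in the text were set by a rule before the data were examined: every gene of Tables 3 and 4, genes the paper names as measured, the steroid genes of its introduction, its housekeeping genes, and the 3 largest changes outside its tables per tissue and direction that passed both thresholds and separated the groups, of which there were 0.

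Summaries and tests were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The polymorphism reads and deviances of Tables S2 and S1 were taken from the paper's supplement. The qRT-PCR measurements, the genotyping and the pathway analysis were not analysed here. MARCO, CD44, HIST1H4A, GAPDH and CYP11A1 had no matched reference ID and were left out.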

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

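The test of the interferon-response genes without low replicate 3 and that of residual blood were set before the data were examined, and the other tests of this part were chosen only after the result was seen. Within each group of 5 samples, the distance of the highest or lowest sample to its nearest neighbour was divided by the whole range, on log2(CPM + 0.5) for genes and on total counts for libraries. In 10 of 80 groups this ratio exceeded 0.71, Dixon's critical value. By chance about 1 in 20 groups does, which is 4 of 80, so several of the 10 would be found in any data. None of the 4 groups of total counts was among them.

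In low replicate 3 of testis, MPP7 (ratio 0.830) and IRG6 (ratio 0.727) were far above the other low samples. The interferon-response genes MX1, MX2, IFIT2, IRG6 and SLA-3 (AB105388.1) were all highest in this sample, and 0 of these 5 genes kept over 50% of their log2 fold change without it. Since these genes were taken from Table 3 and are highest in this sample, their shrinking does not separate 1 boar of the low group with a high interferon response from an effect of androstenone. Of the 11 interferon-response IDs counted in both tissues, 9 were highest in this testis sample, while IRF7 and another SLA-3 ID (NM_001097427.1) were highest in low replicate 5. The same 9 were highest in low replicate 3 of liver, as a response of the whole animal would give if the samples come from the same boar. That pairing is taken from the labels. Liver RNA mixed into the testis sample is not borne out, since low replicate 3 ranked 9 of 10 testis samples by the summed CPM of liver protein genes. Low replicate 3 is among the deeper libraries, but CPM account for depth. A state of 1 boar is therefore a candidate explanation for the lower values of these genes in high androstenone testis. Androstenone itself cannot be separated from it with 1 such boar. MPP7 is not an interferon-response gene in the list that was used, and no explanation was tested for it.

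High replicate 4 of testis was the lowest of its group for IFIT2 (ratio 0.802), IRG6 (ratio 0.720) and HBB (ratio 0.820). This sample has the smallest total of the testis libraries, 6161397 counts. IFIT2 had 1 count and IRG6 had 0 counts in it, so these values are at what the depth can show. HBB had 98 counts, well above it. A different amount of residual blood in the testis samples may underlie the hemoglobin values: the number of counted red-cell genes that followed the hemoglobin IDs over the 10 testis samples at an adjusted p under 0.05 was 1 of 4. Only 4 of 20 listed red-cell genes were counted, so residual blood cannot be told apart from a change in hemoglobin expression. The 5 deep and 5 shallow libraries are too few for a correlation within each.

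In liver, IP6K1 (ratio 0.726) was far above the rest of its group in high replicate 3, with 57 counts against at most 2 elsewhere. This sample was also the highest for 14 of the 16 Table 4 IDs that were higher in high androstenone liver, and 8 of the 15 that could be tested without it lost more than 50% of their log2 fold change. It had the largest total count of all samples and the highest share of mapped reads. A single liver with high counts could thus account for part of the list, but the genes were selected from the same samples, so the 8 of 15 cannot separate this from an effect of androstenone.

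The remaining groups with a distant sample were all low androstenone groups. In testis they were ARG2 (ratio 0.792) and HAAO (ratio 0.780), with low replicate 2 as the highest sample of the low group. In liver they were BCAM (ratio 0.773), highest in low replicate 1, and HIST1H4K (ratio 0.845), highest in low replicate 2. HIST1H4K had 125 counts in that sample and at most 6 in the others, and BCAM had 67 and at most 7. No technical or biological explanation was tested for these 4.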

How the results depend on the processing

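The choices described as set beforehand were made before the data were examined, while the mapped share covariate, the larger of the gene-wise and trended dispersion, and the trended dispersion with a log2 fold change of at least 1.5 were chosen after seeing the data.

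The number of genes past both thresholds, 0 in each tissue and direction, depended on the dispersion. With the trended dispersion only, 72 testis genes were higher and 153 lower in high androstenone, and 27 liver genes were higher and 18 lower. With the added minimum log2 fold change of 1.5, these became 26 and 50 in testis and 26 and 17 in liver. DESeq2 gave 38 higher and 81 lower in testis and 1 higher and 6 lower in liver. The larger of the gene-wise and trended dispersion gave 3 higher and 7 lower in testis and 0 in liver, where 320 IDs had an unadjusted p under 0.05. The mapped share covariate gave 1 higher and 0 lower in testis (952 at an unadjusted p under 0.05) and 0 in liver (1225). In tests on simulated counts that kept the spread between boars, the trended dispersion alone called 148 unchanged genes in testis and 141 in liver, DESeq2 55 and 73, and the quasi-likelihood test 5 and 7. Where the simulated spread followed the trend instead, the trended dispersion alone called 20 and 15 unchanged genes. Beyond these simulations, the cause was not tested.

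RLE normalization, both filters on low counts, the minimum log2 fold change of 1.5, a single fit of all 20 samples, the depth covariate, removal of the hemoglobin IDs, summed IDs and robust estimates each kept 0 genes in both tissues. The smallest adjusted p in liver, 0.9999 with the quasi-likelihood test of that tissue alone, was 0.0508 in the single fit of all 20 samples, where all 25 IDs of Table 4 had an unadjusted p under 0.05, and 0.0802 with the mapped share covariate. In these and the other alternatives, between 936 and 2172 testis IDs and between 306 and 1225 liver IDs had an unadjusted p under 0.05. Across the 10 fits that each left out 1 sample, from 0 to 2 testis genes were higher (2 without low replicate 5) and 0 were lower, with between 1268 and 2008 at an unadjusted p under 0.05. In liver these fits gave 0 genes, with between 327 and 756 at an unadjusted p under 0.05. The cause was not tested.

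With the replicate number as a block, 0 genes were past both thresholds in testis (2025 at an unadjusted p under 0.05) and in liver (311). Same-numbered low and high samples deviated together with a mean r of 0.0996 in testis and 0.0204 in liver, values that 20 and 56 of the 120 orders of the numbers reached. The interaction of tissue and androstenone stayed at 0 genes in every alternative that was run, with between 675 and 1054 at an unadjusted p under 0.05 when 1 pair of samples was left out and between 700 and 861 otherwise.

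Among the log2 fold changes of single genes, the sign changed in these cases, and the cause was not tested. HSD3B1 in testis went from -0.36 to 0.048 with the mapped share covariate. Leaving out 1 sample moved SLA-3 (AB105388.1) between -1.96 and 0.22, IRG6 between -2.46 and 0.19 and CDH17 between -4.16 and 0.45 in testis, each time with the changed sign without low replicate 3. In liver, it moved KRT78 between -0.56 and 3.31, with the changed sign without high replicate 3. SULT2A1 in liver, at 0.10 with all samples, moved between -0.11 and 0.52, and was -0.04, -0.02 and -0.08 without low replicates 2 and 4 and high replicate 3.

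In testis, 60 of 577 other values of single genes under the alternatives set beforehand became significant, 51 with the trended dispersion only and 9 with DESeq2. In liver, 25 of 323 did, all with the trended dispersion only. Of the added alternatives, the larger dispersion made 4 testis genes significant. The filter of edgeR's filterByExpr left 37 of 55 testis and 23 of 30 liver results with a value, and removal of the hemoglobin IDs left 45 in testis. IP6K1 had no value without high replicate 3.

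Total counts of high and low androstenone samples did not differ in permutation tests of any version (p = 0.707 for total reads and 0.683 for mapped reads over 20 samples, and exact permutation p = 0.849 in testis alone and 0.786 in liver alone). Depth limits the genes with few counts. KRT82, OLFRA03 (0.0266 CPM in high androstenone testis), IP6K1 and CYP2B22 had group means under the CPM that 3 counts can show. The size of their fold changes is therefore uncertain.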

Differences from the paper's values

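The paper's number of differentially expressed genes is 46 in testis and 25 in liver, while 0 and 0 were past both thresholds with edgeR's quasi-likelihood test (1741 and 465 reference IDs at an unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times of the paper's values. DESeq2 gave 119 in testis and 7 in liver, and the trended dispersion only gave 225 and 45. The other alternatives gave 0, or 2 in testis without low replicate 5. Of the alternatives chosen after seeing the values, the trended dispersion with a log2 fold change of at least 1.5 gave 76 and 43, which is also more than 1.5 times the paper's values, the larger of the gene-wise and trended dispersion gave 10 and 0, and the mapped share covariate gave 1 and 0. With the trended dispersion only, all 46 and all 25 of the paper's IDs had an adjusted p under 0.05.

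For CYTL1 (XM_003128849.1), the paper's log fold change in Table 3 is 2.82, and -2.46 (standard error 1.05) was found. Table 3 lists CYTL1 between values of -2.48 and -2.83. The paper's text counts 14 higher and 32 lower testis genes, which Table 3 gives only if CYTL1 is negative. The difference may thus lie in the printed sign. All alternatives set before the data were examined that gave a value had a negative sign, so that none closed the gap. They ranged from -3.05 without high replicate 2 to -0.92 without low replicate 2. There was no value under the filterByExpr filter.

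In liver, the paper's text gives 9 genes with higher and 16 with lower expression in the high androstenone group. In the counts, 16 of the Table 4 IDs were higher and 9 lower. The log fold changes printed in Table 4 are also 16 positive and 9 negative, so the paper's text differs from its own table. The number of higher IDs came within 1.5 times of the paper's 9 under the filterByExpr filter, which gave 12 because only 19 of the 25 IDs were left. The other alternatives set before the data were examined gave 16, or 14 without high replicate 3. For the lower IDs none closed the gap: they gave 9, or 10 without high replicate 3 and 7 under the filterByExpr filter.

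The paper names HSD17B2 as the gene with the strongest decrease in liver. Here BCAM had a log2 fold change of -2.92 and HSD17B2 one of -2.88. The paper names the ID XM_001925759.2 as IP6K1, and the RefSeq table gives it as IP6K3, with a log2 fold change of 3.36. For high replicate 3 of liver, the read numbers of Table 2 give a mapped share of 59.2%, which that table prints as the unmapped percentage. On the basis of the number of DEGs, the paper states a higher activity in testis than in liver, and the interaction test of tissue and androstenone gave 0 genes (890 at an unadjusted p under 0.05, smallest adjusted p 0.801).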

Other observations

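The tests of other splits for the number of genes past both thresholds and the test of the trended dispersion were set before the data were examined, and all other tests of this part were chosen only after the result was seen.

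The samples of each tissue were split into other groups of 5 to see how often a result as large arises. Of the 126 possible splits 100 were drawn, and the real split was compared with the 16 that, like it, part all 5 same-numbered pairs. With 16 splits the share cannot fall under 0.0625, so these 16 alone cannot exclude a grouping by chance. This limit comes from parting the same-numbered pairs, although high and low samples are different boars. With 0 genes past both thresholds, all 16 splits gave as many in testis, in liver and in the interaction of tissue and androstenone (where 7 of 16 gave as many as 890 at an unadjusted p under 0.05). In testis, only 1 of the 16 splits, the real one, reached the 1741 IDs with an unadjusted p under 0.05, the 225 genes of the trended dispersion, and the 119 genes of DESeq2. Of the 84 splits that part fewer pairs, 6 reached 1741 and 3 reached 225 (shares of 0.0714 and 0.0357). In liver, 10 of 16 splits reached the 465 IDs, 15 of 16 the 45 genes of the trended dispersion and 6 of 16 the 7 genes of DESeq2. Of the 84 other liver splits, 48 reached 465 and 57 reached 45.

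The liver samples parted by their share of mapped reads gave larger results than the androstenone groups, with 3075 genes past both thresholds, 5553 IDs at an unadjusted p under 0.05 (against 465) and 3580 genes with the trended dispersion only (against 45). Of the 5 liver samples with the higher share, 2 are from the high androstenone group. Results of this size thus arise in liver from a split that nearly balances the androstenone groups. Whether the mapped share reflects a technical or a biological difference was not tested. With the mapped share fitted beside the androstenone groups as a covariate, 0 genes were past both thresholds, 1225 IDs had an unadjusted p under 0.05, and 24 of the 25 IDs of Table 4 were among those 1225. The liver samples parted by depth gave 37 genes past both thresholds and more genes with the trended dispersion only (109), but fewer IDs at an unadjusted p under 0.05 (413). In testis, depth gave 649 IDs at an unadjusted p under 0.05 and 160 genes with the trended dispersion only, and the mapped share gave 1185 and 64, all fewer than the 1741 and 225 of the androstenone groups. Past both thresholds, depth gave 6 testis genes and the mapped share 0, but since the androstenone groups gave 0, every split reaches that number.

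The first principal component of the liver samples held 45.1% of the variance. It followed the share of mapped reads calculated from the read numbers of Table 2 (Pearson's r = 0.938, permutation p = 1.5e-04, adjusted p = 0.0018 over 12 relations, Spearman's rho = 0.891 with p = 0.00131, r = 0.893 without the 2 farthest samples). It did not differ between the androstenone groups (exact permutation p = 0.825) and did not follow the number of reads (r = 0.056, p = 0.873). Within the 5 deep and the 5 shallow liver libraries, r with the mapped share was 0.947 and 0.961, but 5 libraries are too few to test the relation within each. The mapped share may reflect the quality or the composition of the RNA, which was not tested. In testis, the first component held 26.6% of the variance and differed between the androstenone groups at an exact permutation p of 0.0159 (adjusted p = 0.0952 over 6 components). Its r with the mapped share was 0.611 (permutation p = 0.0784, Spearman's rho = 0.321), and 0.770 without the 2 farthest samples. The mapped share of testis was lower in the high group (45.9% against 48.3%), so the androstenone groups and the mapped share cannot be separated here.

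Testis and liver samples with the same number deviated together from their groups, with a mean r of 0.143 over 6228 IDs and a positive r in 8 of 10 pairs. A share of 0.021 of 10000 drawn numberings gave as high a mean, which would follow if both samples came from the same boar. After the mapped share was regressed out, the share was 0.34, as it would be if the mapped share carried the similarity. The same boar and a shared mapped share cannot be told apart here.

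The smaller number of genes than in the paper was tested against the dispersion. With the trended dispersion only, 270 genes were past both thresholds in both tissues together, and all 46 reference IDs of Table 3 and all 25 of Table 4 had an adjusted p under 0.05. Of the 71 within-group deviances of Table S1, 62 lay above 15.5, the upper 5% point for 8 degrees of freedom, as would follow if the dispersion in the paper's GLM was smaller than the spread between boars. These values are consistent with a GLM in which the dispersion came from the fitted trend (270 genes), and the paper's methods describe variance and mean as linked by local regression. The paper's number of genes was not matched, since the 225 in testis and 45 in liver exceed its 46 and 25. The 71 IDs had also been selected as significant in that GLM, so the 62 deviances describe these IDs only. Over all tested IDs, 9.57% in testis and 12.2% in liver had a deviance above 15.5 with the trended dispersion.

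Of the 48 positions in Table S2, 25 had the paper's read depth in 1 androstenone group only. By position, 22 of the 25 were in the group with the higher counts of the gene. Of the 15 genes concerned, 12 had such positions in the group with the higher counts only. The other 3, MX1, KRT18 and SDS, had them in both groups and hold the 3 positions that go the other way (exact binomial p = 0.0352 for 12 of 15 genes). More reads over the gene in the group with the polymorphism could therefore account for many of the 22 positions, but not for those 3.

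Of 20 listed sterol-synthesis genes, 11 were counted, and 10 of these were higher in high androstenone testis. The mean difference was 0.41 on the log2 scale (exact permutation p = 0.071, 5 against 5), which does not pass 0.05. By the mean log2 deviation of the set, high replicate 1 was the lowest of all testis samples, at -0.49. The other high samples lay between 0.20 and 0.51, above every low sample, of which the highest was at -0.06. The mean of the set did not follow the mapped share (r = 0.089, p = 0.806, rho = 0.0667, r = -0.294 without the 2 farthest samples) or differ between deep and shallow libraries (exact permutation p = 0.468). The high minus low difference was 0.14 in deep libraries (2 high, 3 low) and 0.64 in shallow ones (3 high, 2 low). These are too few samples for a test within each. The median of the set lay at percentile 99.97 of 10000 random sets matched in expression, a comparison of genes that does not account for the spread between boars. A higher sterol synthesis in high androstenone testis remains a hypothesis that the exact test (p = 0.071) did not bear out.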
